# Expression of the Z Variant of α1-Antitrypsin Suppresses Hepatic Cholesterol Biosynthesis in Transgenic Zebrafish

**DOI:** 10.3390/ijms24032475

**Published:** 2023-01-27

**Authors:** Connie Fung, Brendan Wilding, Ralf B. Schittenhelm, Robert J. Bryson-Richardson, Phillip I. Bird

**Keywords:** α-1-antitrypsin, SERPINA1, zebrafish, liver, ERAD

## Abstract

Individuals homozygous for the Pi*Z allele of SERPINA1 (ZAAT) are susceptible to lung disease due to insufficient α1-antitrypsin secretion into the circulation and may develop liver disease due to compromised protein folding that leads to inclusion body formation in the endoplasmic reticulum (ER) of hepatocytes. Transgenic zebrafish expressing human ZAAT show no signs of hepatic accumulation despite displaying serum insufficiency, suggesting the defect in ZAAT secretion occurs independently of its tendency to form inclusion bodies. In this study, proteomic, transcriptomic, and biochemical analysis provided evidence of suppressed Srebp2-mediated cholesterol biosynthesis in the liver of ZAAT-expressing zebrafish. To investigate the basis for this perturbation, CRISPR/Cas9 gene editing was used to manipulate ER protein quality control factors. Mutation of *erlec1* resulted in a further suppression in the cholesterol biosynthesis pathway, confirming a role for this ER lectin in targeting misfolded ZAAT for ER-associated degradation (ERAD). Mutation of the two ER mannosidase homologs enhanced ZAAT secretion without inducing hepatic accumulation. These insights into hepatic ZAAT processing suggest potential therapeutic targets to improve secretion and alleviate serum insufficiency in this form of the α1-antitrypsin disease.

## 1. Introduction

α1-antitrypsin (encoded by *SERPINA1*) is an acute-phase serum protein that regulates neutrophil elastase, primarily in the lungs. It is synthesised and secreted by hepatocytes [1]. In α1-antitrypsin deficiency (AATD), low serum levels of α1-antitrypsin predispose affected individuals to neutrophil elastase-mediated lung damage, leading to the development of emphysema, bronchiectasis, and other chronic obstructive pulmonary disease [2]. While a number of mutations in *SERPINA1* contribute to respiratory disorders by altering mRNA processing which results in the complete absence of circulating α1-antitrypsin (null alleles) [3], some mutations are known to cause defects in protein folding, resulting in the retention of the misfolded protein in the endoplasmic reticulum (ER) and secretion insufficiency [4,5,6,7,8,9,10,11,12,13]. The Z-allele (E342K) is commonly found in patients with severe AATD, with circulating α1-antitrypsin levels in ZZ homozygotes (PiZZ) being only 10–15% of normal individuals [14].

Z-antitrypsin (ZAAT) has the propensity to polymerise, resulting in the deposition of glycoprotein aggregates in the ER of hepatocytes which can be detected histologically as Periodic acid Schiff-positive, diastase-resistant, inclusion bodies. The number of inclusion bodies correlates with hepatic stress and the progression of liver fibrosis, suggesting ZAAT aggregates are hepatotoxic [15,16]. The development of severe liver disease in PiZZ individuals generally occurs in two distinct age groups. An ongoing Swedish longitudinal study has revealed that 10% of Pi*ZZ individuals develop cholestatic jaundice and liver cirrhosis during childhood [17], while the liver function is normal for the remaining cohort through to adulthood [18,19]. Liver cirrhosis is also commonly observed in Pi*ZZ individuals over 50 years of age [20]. The reason(s) for this variability in onset and symptom severity is unknown but suggests that the majority of Pi*ZZ patients have mechanisms to cope with aggregating ZAAT protein in the liver. 

Evidence of both proteasomal and lysosomal-mediated mechanisms in the clearance of ZAAT in hepatocytes indicates that multiple systems work to reduce stress elicited by misfolded ZAAT in the ER [21,22,23,24,25,26,27]. It is generally accepted that soluble misfolded ZAAT monomers in the ER are targeted to the proteasome via the process of ER-associated degradation (ERAD), while insoluble polymers are removed by autophagy or via ER-to-lysosome-associated degradation [28,29]. Exhaustion or defects in these responses may therefore lead to the development of symptomatic liver diseases.

We have previously described a transgenic zebrafish model for ZAAT-mediated α1-antitrypsin deficiency [30]. A unique feature of this model is the absence of ZAAT inclusion bodies in hepatocytes (Supplementary Figure S1), although the markedly reduced serum levels of ZAAT seen in Pi*ZZ individuals are evident. It appears that zebrafish possess highly efficient proteostasis networks that clear misfolded ZAAT, preventing aggregation in hepatocytes. This model also indicates that the serum deficiency in mammalian systems is a result of inefficient folding and release of the variant protein, and is not simply due to hepatic ZAAT sequestration lowering the amount of material available for secretion.

In this study, we carried out transcriptomic and proteomic analyses of zebrafish liver to identify systems involved in ZAAT clearance. This revealed perturbation of the cholesterol biosynthesis pathway in response to ZAAT expression which was confirmed by biochemical assays. Genetic manipulation of ERAD system components regulating both cholesterol metabolism and clearance of misfolding ZAAT provided insights into the interrelationship of these processes in hepatocytes.

## 2. Results

### 2.1. Expression of ZAAT in Zebrafish Liver Results in Suppression of Cholesterol Biosynthesis

Extensive studies in mammalian systems indicate that activation of the ERAD and autophagy [24,25,26,31,32,33,34,35] but not the unfolded protein response (UPR) pathways are associated with ZAAT accumulation and clearance in hepatocytes [36,37,38]. To identify pathways activated and operating in our zebrafish model, RNA-seq and LC-MS/MS experiments were carried out in livers harvested from two-month-old adult fish (*n* = 6). Four zebrafish genotypes were analysed: (1) those expressing human wildtype AAT (A+); (2) AAT non-transgenic siblings (A-); (3) those expressing human mutant ZAAT (Z+); and (4) ZAAT non-transgenic siblings (Z-). Each liver was divided for LC-MS/MS and RNA-seq analysis so that protein and mRNA levels could be correlated within each individual to capture changes occurring at both the transcript and protein levels (Figure 1A).

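For each of the 24 fish, 6 per genotype, the authors provided the number of reads counted on every gene, without normalization. All 24 fish are used here. The paper set aside fish that it identified as outliers and refers for them to Supplementary Figure S2, which was not read here. Figure 1A shows 5 fish per group after this step. The text and Figure 1 do not name the fish left out. The run that held each fish, of the 2 on the sequencer, is not in the sample labels either, so the runs could not be compared. Reads counted on genes ranged per fish from 35761645 to 39290400 in A- (median 38922401), from 34434573 to 37412160 in A+ (median 36292900), from 33898825 to 43935781 in Z- (median 38559695) and from 36807384 to 44715713 in Z+ (median 39740106.5). The removal of contigs and alternate chromosomes from the reference and the merging of features that share a gene name are already in these counts. Genes are listed by symbol alone, and the positions given for some of them are from the RefSeq annotation of the GRCz12tu assembly, not from the GRCz11 build on which the reads were counted. Of the 28210 genes, 2304 had no read in any fish. The 11801 genes with counts above 100 in at least 3 fish were tested, which is the filter the paper describes. Counts were scaled by edgeR's TMM method and compared by edgeR's quasi-likelihood test (two-sided) in 1 model of the 4 genotypes, with a Benjamini-Hochberg adjusted p under 0.05 as the threshold. Z+ was compared with A+, with Z- and with the mean of A- and Z- (the non-transgenic fish), and Z- with A-, following the paper. A comparison of A+ with A- was added, and so was the interaction, which asks whether the step from Z- to Z+ differs from the step from A- to A+. A DEG is called ZAAT-specific here when it passed the threshold in the same direction in the 3 comparisons of Z+ and did not pass it between Z- and A-. Levels are given as CPM (counts scaled to the size of the library, as edgeR defines it), or as log2 CPM after adding a prior count of 1.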

RNA-seq output data were aligned to a modified Ensembl zebrafish genome reference sequence containing the AAT transgene using RNAsik and STAR [39,40]. >95% of filtered reads aligned to the genome and >60% aligned to a feature, identifying 28,210 unique genes. 

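The transgene of both lines, eGFP joined by a T2A sequence to human antitrypsin, is a single entry among the counted genes, so reads of the wildtype and the Z form fall on the same entry. Its mean level was 11.81 log2 CPM (SD 1.03, n = 6) in Z+ and 11.65 log2 CPM (SD 0.60, n = 6) in A+. The difference of 0.16 was smaller than the spread between fish (exact permutation test, two-sided, p = 0.74). It rested on single fish: without Z+ replicate 5 it was 0.55, and without A+ replicate 2 it was -0.057. Ranked by CPM among the 25906 genes with at least 1 count, the transgene was placed in the top 0.0386% to 0.660% of genes in the 6 Z+ fish (median 0.0984%) and in the top 0.0811% to 0.197% in the 6 A+ fish (median 0.147%). Ranked among the 11801 genes past the filter, its lowest place was the top 1.45%, in Z+ replicate 5, and its median place in A+ was the top 0.322%. The endogenous gene serpina1 was placed in the top 0.0309% to 0.151% and its neighbour serpina1l in the top 0.120% to 5.01% over the 24 fish. In the 12 non-transgenic fish the transgene entry held between 5 and 274 counts, at most 7.34 CPM. Every transgenic fish was above every non-transgenic fish (exact permutation test, p = 0.0022 within each line, the smallest p that 6 fish against 6 allow).

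**Figure D1:**
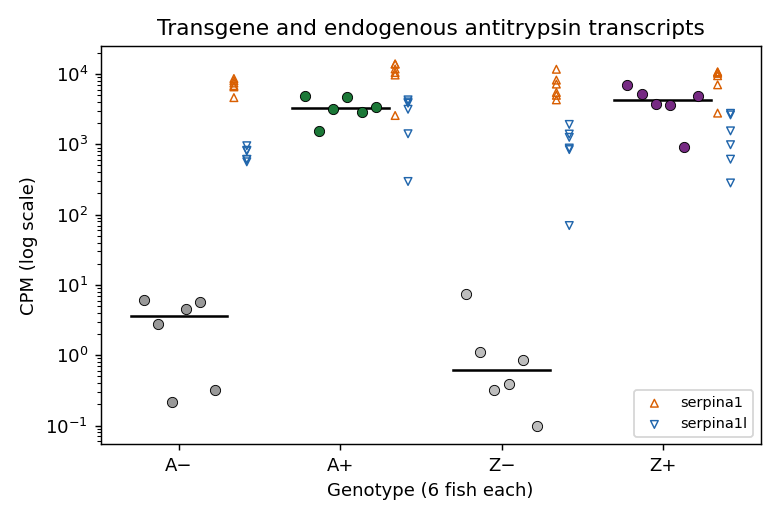
Level of the transgene entry in each fish in CPM, on a log scale, by genotype, with a line at the median of each genotype, and the levels of endogenous serpina1 and serpina1l as triangles. The 6 Z+ fish lie between 903 and 6894 CPM and the 6 A+ fish between 1555 and 4871 CPM, above all 12 non-transgenic fish.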

The RNA-seq data showed that the transgene expression levels (driven by the *fabp10a* promoter) fall within the top 0.2–1.0% of all genes expressed (Supplementary Figure S3), similar to the levels of endogenous SerpinA1 genes.

Approximately 30,000 peptides were detected from LC-MS/MS experiment, resulting in quantitative data for 4420 unique proteins based on a data-independent acquisition (DIA) approach using a pre-existing spectral library (Figure 1B). Approximately 94% of uniquely mapped proteins from the LC-MS/MS also appeared in the RNA-seq dataset, however, the transcript and protein levels correlated poorly (Person’s *r* = 0.2175) (Figure 1C). This highlights the importance of using both techniques in parallel to explore pathway dysregulation in our disease model.

Multiple Student’s *t*-tests with summed false discovery rate (FDR) threshold were used to compare the transcript/peptide levels between the Z+ and other three genotype groups (Supplementary Figure S4). Any transcript/peptide with significant dysregulation in the Z+ genotype was identified as a differentially expressed gene/protein (DEG/DEP). In the RNA-seq analysis, 314 up-regulated and 121 downregulated genes were identified in the Z+ liver using this approach (Supplementary Table S1). 

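By the quasi-likelihood test, 698 genes were higher and 699 lower in Z+ than in A+. Against the non-transgenic fish, 1081 genes were higher and 904 lower in Z+, and against Z- alone, 826 were higher and 610 lower. Between the 2 non-transgenic genotypes, 53 genes were higher and 85 lower in Z- than in A-. The ZAAT-specific DEGs numbered 263 higher and 143 lower in Z+. With libraries scaled by their totals alone there were 138, with more lower than higher. The comparisons of Z+ share the same 6 fish, and in 20 simulated sets of 11801 genes with no difference between genotypes the same rule called 0 genes. Genes in these sets were drawn independently, unlike real genes that vary together. Among the 406 ZAAT-specific DEGs, every Z+ fish lay beyond every fish of the other genotypes for 70, of which 53 were higher and 17 lower. Chance gives this separation for 0.00149% of genes, and 77 of all genes tested showed it. The largest rise among the 70 was in klhl24b, on chromosome 24 from 29830017 to 29855413, with 11.1 ± 7.47 CPM (SD, n = 6) in Z+ and genotype means from 0.787 to 0.978 CPM elsewhere. Its log2 fold change from A+ was 3.72 (SE 0.46, adjusted p = 4.3e-05). Next came frmd4bb at 3.38, ulk2 at 2.41, si:ch73-386h18.1 at 2.16 and mtx3 at 2.06. In Z+ compared with Z-, klhl24b was in a run of 3 called neighbours, with mbtps2 and sh3kbp1. An effect of the Z insertion on genes near it was not tested, since the site of insertion is not known. The largest fall was in igsf9ba, on chromosome 15 from 21593637 to 21702248, from 152 ± 93.9 CPM (SD, n = 6) in A+ to 19.1 ± 6.32 CPM (SD, n = 6) in Z+. Its log2 fold change was -2.99 (SE 0.41, adjusted p = 1.7e-04), followed by si:ch1073-296i8.2 at -2.53, bach2a at -2.45 and rbms2b at -2.11. Without A+ replicate 2, si:ch1073-296i8.2 still passed but changed by -1.65. This was less than bach2a or rbms2b changed in any fit that left out 1 fish. Over the settings tried, the number of ZAAT-specific DEGs ran from 10, with a per-gene equal-variance test like the paper's but with Benjamini-Hochberg adjustment in place of its threshold, to 1031, with limma's voom and sample weights. Leaving out 1 fish at a time gave from 153 (without Z+ replicate 2) to 650 (without Z+ replicate 5). Without Z+ replicate 2, the genes past the threshold between Z+ and A+ also fell from 1397 to 561.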

In the LC-MS/MS analysis, conditions with lower stringency were used due to low sample numbers in the non-transgenic groups. 48 proteins were found to be up-regulated and 29 proteins were downregulated in the Z+ liver (Supplementary Table S2). The lists of DEGs and DEPs identified do not overlap with each other, suggesting significant post-transcriptional regulation of the DEP genes (Figure 1D).

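For the proteins that the paper names from the LC-MS/MS data, the transcripts in the same livers were examined. Those of 10 genes were tested: erlec1, vcp, ufd1l, rab1aa, rab1ab, apoba, apobb.1, apobb.2, lrp1ab and lrp1bb. The counts of lrp1aa and lrp1ba never exceeded 126 and 51, and they did not pass the filter. Between Z+ and A+, 0 of the 10 genes passed the threshold and 1 had an unadjusted p under 0.05. Adjusted over the list alone, 0 passed, a count that is not independent evidence, since the paper chose the proteins on these fish. Log2 fold changes ran from -0.41 (apoba) to 3.54 (lrp1bb). The lrp1bb change had an SE of 1.19 and an adjusted p of 0.054, on counts from 1 to 602 per fish. The transcript of erlec1, on chromosome 13 from 39212453 to 39222662, changed by 0.23 (SE 0.35, adjusted p = 0.71). Its sign was negative with libraries scaled by their totals alone (-0.065), with the vitellogenin genes in the model (-0.044) and without Z+ replicate 5 (-0.012). Against the non-transgenic fish 2 of the 10 genes were lower in Z+, and against Z- 1 was lower. Among the ZAAT-specific DEGs there were 0 of the 10. The mean log2 CPM of the 10 genes per fish differed by 0.26 between Z+ and A+ (exact permutation test, two-sided, p = 0.0498, adjusted p = 0.20 over 20 lists). Between Z+ and Z- it differed by -0.15 (exact permutation p = 0.27). All 6 A+ fish were below the lowest A- fish, with a difference of -0.49 (exact permutation p = 0.0022, adjusted p = 0.022).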

The biological roles of the DEGs/DEPs were assessed using two well-established databases for functional annotation, the Kyoto Encyclopedia of Genes and Genomes (KEGG) and the Gene Ontology (GO) consortium, due to their extensive curation and applicability to a wide range of species. To identify any perturbed pathways in Z+ livers, an in-house pipeline using the GO consortium website and KEGG mapper to map functional annotations to DEGs/DEPs. For the RNA-seq data set, 377 DEGs (86.7%) were successfully mapped to GO terms, and 166 genes (38.2%) were mapped to KEGG pathways. For the LC-MS/MS data set, 68 (88.3%) and 39 (50.6%) DEPs were mapped to GO and KEGG pathways respectively (Figure 1D).

Functional enrichment analysis was then performed to determine whether any KEGG pathways or GO terms are over-represented in the DEG/DEP lists. An enrichment score of 1 indicates that a gene/protein from the DEG/DEP lists that have been mapped to a functional annotation occurs at a similar frequency to random DEGs/DEPs. Annotations with an enrichment > 1 were considered to be over-represented, suggesting perturbation of these processes in the ZAAT-expressing liver. Ingenuity pathway analysis software (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) was used to confirm the findings and predict upstream regulators of dysregulated pathways [41]. These were investigated further.

GO terms under the ‘biological process’ category were used for the identification of dysregulated pathways in our data sets. 431 GO terms were identified as over-represented in the RNA-seq data set (DEGs) (Supplementary Tables S3 and S4), with annotations involving cholesterol biosynthesis being the most obvious. The reduced transcript levels for DEGs mapping to cholesterol biosynthesis GO terms suggested this pathway is suppressed in the Z+ liver (Figure 2). 

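To examine the pathway as a whole, the genes of all enzymes drawn between acetyl-CoA and cholesterol in Figure 4A, with every zebrafish copy, were taken as 1 list, of which 22 genes were tested. In Z+ compared with A+, 11 of the 22 were lower and 1 higher (acat2), with a median log2 fold change of -1.33. Adjusted over the list alone, 16 were lower and 1 higher, which is not independent evidence, since the paper picked 12 of these enzymes on the same fish. Against Z-, 12 genes were lower (19 adjusted over the list alone, median -1.45), and against the non-transgenic fish, 11 were lower (18 adjusted over the list alone, median -1.34). The gene acat2 was lower in Z+ than in Z- (-1.07, adjusted p = 0.0067) and lower in A+ than in A- (-0.79, adjusted p = 0.043). The gene set test camera, with its preset correlation of 0.01 between genes, gave p = 6.4e-07 against A+ (adjusted p = 6.4e-06 over 20 lists). With the correlation between the genes estimated from the data, at 0.587, the value was p = 0.15, and the rotation test fry gave p = 0.021 (adjusted p = 0.059). Against Z-, the value from camera was 3.6e-11 (adjusted p = 3.6e-10), that with the estimated correlation 0.060, and that from fry 0.0016 (adjusted p = 0.0079). Of the 4 lists called by camera between Z+ and A+, 1 was called with the estimated correlation, the autophagy-initiation genes, and fry called 5 lists. The mean log2 CPM over the list, taken per fish as a score, was 5.10 ± 0.52 (SD, n = 6) in Z+, 6.11 ± 1.07 (SD, n = 6) in A+, 6.45 ± 0.40 (SD, n = 6) in Z- and 6.04 ± 0.57 (SD, n = 6) in A-. The difference from A+ was -1.02, which was not beyond the spread between fish (exact permutation test, two-sided, p = 0.069, adjusted p = 0.23 over 20 lists). That from Z- was -1.36, with all 6 Z+ fish below the lowest Z- fish (exact permutation p = 0.0022, adjusted p = 0.011), and that from A- was -0.95, with 4 of 6 below the lowest A- fish (exact permutation p = 0.017, adjusted p = 0.043). Over the 10 enzymes not coloured in Figure 4A, the difference was -0.34 from A+ (exact permutation p = 0.36) and -0.83 from Z- (exact permutation p = 0.0022). With each gene scaled to unit variance, it was -0.95 from A+ (exact permutation p = 0.084), and with libraries scaled by their totals alone -1.18 (exact permutation p = 0.0065). The overlap of Z+ and A+ in the score of the 22 genes rested on A+ replicate 2 (4.30), a fish that also held transcripts of egg cells. The other A+ fish had scores of at least 5.84 and the Z+ fish of at most 5.83. Without A+ replicate 2 the difference was -1.38. Among the 143 lower ZAAT-specific DEGs were 8 genes of the list, all of them among the 12 enzymes that the paper picked on the same fish. From the lower transcript levels of such genes, the paper proposes that the pathway is suppressed in the Z+ liver.

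**Figure D2:**
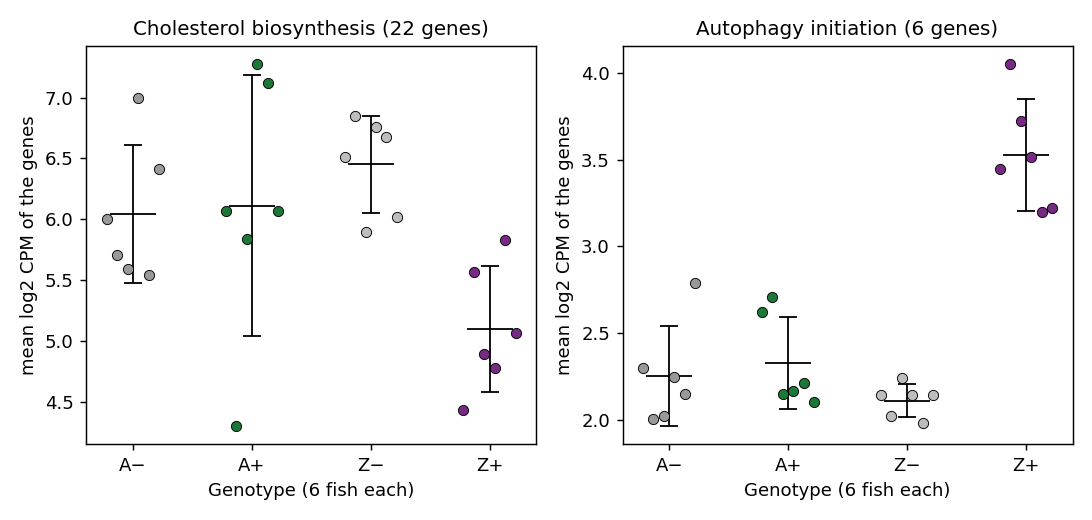
Mean log2 CPM per fish over the 22 cholesterol biosynthesis genes and over the 6 autophagy-initiation genes, by genotype, with the mean and SD of 6 fish. For cholesterol biosynthesis the Z+ fish average 5.10 and the Z- fish 6.45, and for autophagy initiation the Z+ fish average 3.53 and the A+ fish 2.33.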

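The autophagy-initiation complex was followed through ulk1a, ulk1b, ulk2, atg13, atg101 and rb1cc1. All 6 had positive log2 fold changes from A+ to Z+ (median 1.01), except that atg101 was negative with libraries scaled by their totals alone. Over all genes and adjusted over the list alone, 5 of the 6 passed the threshold, the exception being atg101. The genes ulk1a, ulk1b, ulk2 and rb1cc1 were ZAAT-specific. The transcript of rb1cc1, on chromosome 24 from 38682340 to 38717976, was at 18.5 ± 2.67 CPM (SD, n = 6) in Z+ and 10.8 ± 2.64 CPM (SD, n = 6) in A+, a log2 fold change of 0.78 (SE 0.15, adjusted p = 0.0040). That of atg13 changed by 0.39 (SE 0.12, adjusted p = 0.034), and by 0.11 from Z- to Z+, where it did not pass the threshold. As a set, the value from camera was 9.7e-07 (adjusted p = 6.5e-06), that with the estimated correlation 7.0e-04 (adjusted p = 0.014), and the adjusted p from fry 1.2e-06. These values are not independent evidence, since the complex was taken as a list because the paper reports genes of it from the same fish. The set's score was 3.53 ± 0.32 log2 CPM (SD, n = 6) in Z+, 2.33 ± 0.27 (SD, n = 6) in A+, 2.11 ± 0.09 (SD, n = 6) in Z- and 2.25 ± 0.29 (SD, n = 6) in A-. All 6 Z+ fish were above every other fish (exact permutation test, two-sided, p = 0.0022 against each genotype).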

Although genes encoding several components of the autophagy-initiation complex were identified as DEGs, consistent with the role of autophagy in ZAAT disposal reported in mammalian models [26,33,34,35,42,43], significant up-regulation of other key factors involved in nucleation and maturation of the autophagosome was not observed. Furthermore, PI3P phosphatases with antagonistic roles in autophagy were also identified as up-regulated DEGs. This suggests that ZAAT expression does not drive a systemic autophagic response in zebrafish liver.

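Of the myotubularin family, which holds PI3P phosphatases, 8 genes were tested, and 7 had log2 fold changes above 0 from A+ to Z+ (median 0.38). The transcript of mtmr3, on chromosome 8 from 5353869 to 5451171, rose by 1.33 (SE 0.42, adjusted p = 0.042), from 0.937 ± 0.409 CPM (SD, n = 6) in A+ to 2.36 ± 1.08 CPM (SD, n = 6) in Z+, on 5 to 141 counts per fish. It did not pass in 8 of the 21 fits that left out 1 fish and in which it was tested, with values from 1.19 to 1.50. The transcript of mtmr2, on chromosome 5 from 24287749 to 24300041, was lower, at a log2 fold change of -0.62 (SE 0.15, adjusted p = 0.014). Both were ZAAT-specific. Over all genes tested 1 of the 8 was higher and 1 lower in Z+ than in A+, and adjusted over the list alone 4 were higher and 1 lower. Against Z-, 3 were higher and 1 lower. The set test camera gave p = 0.031 against A+ (adjusted p = 0.089), which rose to 0.13 without Z+ replicate 1 and to 0.18 with the estimated correlation. The score was 2.36 ± 0.14 log2 CPM (SD, n = 6) in Z+ and 1.93 ± 0.36 (SD, n = 6) in A+ (exact permutation test, two-sided, p = 0.030, adjusted p = 0.16). It was above all Z- and all A- fish in the 6 Z+ fish (exact permutation p = 0.0022 for each).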

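For the later steps, 35 tested genes of autophagosome nucleation, elongation and maturation were taken as a list. From A+ to Z+, 5 were higher and 0 lower, with 16 at an unadjusted p under 0.05 and 7 higher and 2 lower adjusted over the list alone. Against Z-, 3 were higher and 2 lower, and against the non-transgenic fish, 5 were higher and 5 lower. The median log2 fold changes of the 3 comparisons were 0.33, 0.09 and 0.05. Those past the threshold from A+ included atg4c, on chromosome 6 from 34817963 to 34836834, at 0.99 (SE 0.19, adjusted p = 0.0031), and atg4a, at 0.98 (SE 0.25, adjusted p = 0.019). Without Z+ replicate 2 atg4a did not pass (0.82). From Z- they rose by 0.47 and 0.56, and neither passed. Both were themselves lower in A+ than in A-, atg4c at -0.58 (adjusted p = 0.045) and atg4a at -1.35 (adjusted p = 0.0053). Part of their rise from A+ is therefore a low level in A+. The value from camera was 1.4e-04 against A+ (adjusted p = 7.2e-04), 0.38 against Z- and 0.62 against the non-transgenic fish. The first was 0.11 with the estimated correlation and 0.0055 from fry (adjusted p = 0.027). The score was 2.97 ± 0.19 log2 CPM (SD, n = 6) in Z+ and 2.72 ± 0.36 (SD, n = 6) in A+, a difference within the spread between fish (exact permutation test, two-sided, p = 0.17).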

A total of 68 GO terms and 23 KEGG pathways were over-represented in the LC-MS/MS data set (DEPs) (Supplementary Tables S5 and S6), with the most enriched pathway from KEGG mapping being “protein processing in endoplasmic reticulum” (Figure 3). This pathway is also enriched in the proteome of human Pi*ZZ hepatocytes [44]. Up-regulation in the expression of Erlec1, Vcp, Ufd1 and several proteasome subunits indicated activation of the ER quality control pathway (ERAD). Interestingly, annotations associated with autophagy were also enriched in the LC-MS/MS data (i.e., the DEPs; Vcp, Rab1aa and Rab1ab). However, these proteins are also known to support other cellular processes, such as ubiquitination-dependent processes and vesicle transport. When considered with the RNA-seq analysis, we concluded from our analysis that there is no convincing evidence for macroautophagy activation in the Z+ zebrafish liver.

The KEGG pathway ‘Cholesterol metabolism’ was enriched in the LC-MS/MS data set, with increased levels of the transport/uptake factors APOB and LRP1 detected in Z+ samples. This suggests the activation of compensating mechanisms to maintain cholesterol homeostasis, countering the reduced cholesterol synthesis in the liver indicated by the RNA-seq analysis.

Quantitative PCR (qPCR) was used for the validation of RNA-seq data and subsequent interrogation of the cholesterol biosynthesis pathway. To ensure that the qPCR and RNA-seq approaches yielded consistent results, six DEGs were selected for qPCR validation comparing liver RNA from Z+ fish to A+ controls (Figure 4C). These comprised three significantly downregulated genes (*mvk*, *fdps,* and *lss*) and three up-regulated genes (*atg101*, *map1lc3a*, and *bnip4*). 

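In the RNA-seq counts, the transcript of mvk, on chromosome 5 from 20221327 to 20236821, averaged 4.09 ± 2.91 CPM (SD, n = 6) in Z+ and 19.7 ± 10.5 CPM (SD, n = 6) in A+, a log2 fold change of -2.27 (SE 0.49, adjusted p = 0.0069). That of fdps, on chromosome 16 from 14353246 to 14366200, changed by -2.40 (SE 0.74, adjusted p = 0.039), from 174 ± 169 to 33.0 ± 30.1 CPM (SD, n = 6 each). That of lss, on chromosome 9 from 40194655 to 40213189, changed by -1.93 (SE 0.59, adjusted p = 0.038), from 44.1 ± 34.1 to 11.6 ± 9.18 CPM (SD, n = 6 each). Among the genes that the paper lists as up-regulated, bnip4 rose by 1.39 (SE 0.27, adjusted p = 0.0040), from 5.88 ± 2.04 to 15.4 ± 4.94 CPM (SD, n = 6 each). The rise of map1lc3a was 1.39 as well (SE 0.28, adjusted p = 0.0040), from 11.3 ± 3.50 to 29.8 ± 6.69 CPM (SD, n = 6 each). That of atg101 was 0.25 (SE 0.23, adjusted p = 0.50), from 6.44 ± 2.66 to 7.69 ± 1.78 CPM (SD, n = 6 each), within the spread between fish. Its sign was negative with libraries scaled by their totals alone (-0.026). Of the 6 genes, 5 passed the threshold against A+, and fdps and lss each lost their call in 7 of the 24 fits that left out 1 fish, with values down to -1.59 for lss without A+ replicate 5. The number past the threshold was 3 without A+ replicate 4 and 1 with the paper's per-gene equal-variance test. The genes mvk, lss and bnip4 were ZAAT-specific, since fdps (adjusted p = 0.13) and map1lc3a (adjusted p = 0.14) did not pass against Z-. Without Z+ replicate 1, 2, 3, 4 or 6 this number fell to 1, bnip4. Without Z+ replicate 5 it was 4, with fdps added.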

The Log2 fold change of the Z+: A+ ratio in expression levels obtained from qPCR using a different set of fish was compared to those obtained from the RNA-seq data. The expression pattern of selected genes from the qPCR experiment correlated well with RNA-seq data (Spearman correlation *r* = 0.9429), thus validating the RNA-seq analysis and supporting the use of qPCR for further interrogation of DEGs.

### 2.2. Cholesterol Biosynthesis Suppression Is a ZAAT-Specific Response in Both Zebrafish and Mammalian Models

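The enzymes coloured in Figure 4A correspond to hmgcs1, mvk, mvda, idi1, fdps, fdft1, sqlea, lss, msmo1, nsdhl, hsd17b7 and ebp. All 12 had negative log2 fold changes from A+ to Z+, and all but sqlea (adjusted p = 0.087) passed the threshold. Their mean levels were between 1.98-fold (nsdhl) and 5.27-fold (fdps) lower by the model. The transcript of hmgcs1, on chromosome 10 from 6490147 to 6513905, averaged 134 ± 97.4 CPM (SD, n = 6) in Z+, 609.9 ± 485 CPM (SD, n = 6) in A+, 674 ± 385 CPM (SD, n = 6) in Z- and 481 ± 309 CPM (SD, n = 6) in A-, with a log2 fold change from A+ of -2.18 (SE 0.60, adjusted p = 0.024). It did not pass without A+ replicate 5 (-1.86), Z+ replicate 2 (-2.27) or Z+ replicate 4 (-2.11), and sqlea did pass without A+ replicate 2 (-2.07) or Z+ replicate 5 (-2.53). Of the 24 fits that left out 1 fish, hsd17b7 lost its call in 10, idi1, fdps, lss and msmo1 in 7 each and mvda in 2. The genes mvk, fdft1, nsdhl and ebp kept theirs in all 24. The smallest adjusted p values against A+ belonged to mvk and to ebp, which changed by -1.75 (SE 0.38). Against Z- and against the non-transgenic fish, 8 of the 12 passed the threshold each time. These were hmgcs1, mvk, mvda, idi1, fdft1, lss, nsdhl and ebp, which were ZAAT-specific. The other four had adjusted p values against Z- from 0.058 (sqlea) to 0.13 (fdps). The number of ZAAT-specific genes among the 12 was 4 without Z+ replicate 1 and 11 without A+ replicate 2. Adjusted over the list alone, all 12 passed against A+, which is not independent evidence, since the enzymes were picked on these fish. Of the other enzymes in the 22-gene list, cyp51, sc5d and dhcr7 changed by -1.08 to -1.21 and had adjusted p values from 0.086 to 0.10. From A- to A+, 0 of the 12 passed the threshold and 0 had an unadjusted p under 0.05. In the interaction, 0 of the 12 passed and all 12 had an unadjusted p under 0.05, with log2 values from -2.67 to -0.89 and adjusted p values from 0.072 to 0.22. The score of the 12 genes was 4.51 ± 0.72 log2 CPM (SD, n = 6) in Z+ and 6.10 ± 1.29 (SD, n = 6) in A+ (exact permutation test, two-sided, p = 0.032, adjusted p = 0.16). From Z- it differed by -1.79 (exact permutation p = 0.0043, adjusted p = 0.017) and from A- by -1.46 (exact permutation p = 0.0087, adjusted p = 0.035). These values too come from the fish on which the enzymes were picked.

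**Figure D3:**
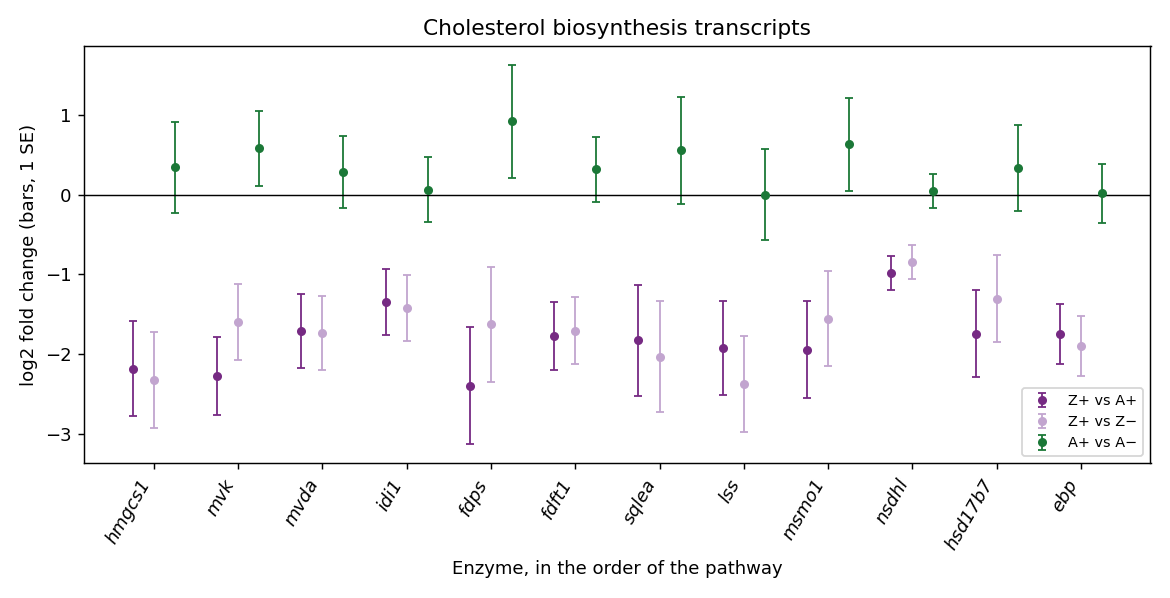
Log2 fold change (± 1 SE) of the 12 enzyme genes in Z+ compared with A+, in Z+ compared with Z- and in A+ compared with A-. From A+ to Z+ all 12 lie below 0, down to -2.40 for fdps.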

Detailed analysis of the cholesterol biosynthesis pathway revealed that genes encoding 12 out of the 21 enzymes involved in the stepwise conversion of acetyl-CoA to cholesterol were identified as DEGs in our datasets, with significant reductions in transcript levels (2 to 7-fold) in Z+ livers (Figure 4A). Consistently, the top five canonical pathways in the RNA-seq data identified by the Ingenuity pathway analysis are involved in cholesterol biosynthesis. The software also predicted the inhibition of the transcriptional factor SREBP2 (encoded by *SREBF2*) as an upstream regulator to explain the suppression of cholesterol biosynthesis (Supplementary Figure S5). 

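The transcript of srebf2, on chromosome 3 from 394327 to 418111, did not pass the threshold between Z+ and A+ (log2 fold change -0.25, SE 0.19, adjusted p = 0.43), at 31.9 ± 11.3 and 38.0 ± 9.94 CPM (SD, n = 6 each). The SREBP2 target insig1, on chromosome 7 from 41357398 to 41362771, changed by -0.31 from A+ (SE 0.40, adjusted p = 0.66). It was lower in Z+ than in Z- (log2 fold change -1.35, adjusted p = 0.033) and than in the non-transgenic fish (-1.22, adjusted p = 0.025). The 2 copies of the LDL receptor gene had changes of opposite sign from A+ to Z+, with ldlra at 0.58 (SE 0.32, adjusted p = 0.24) and ldlrb at -1.07 (SE 0.39, adjusted p = 0.071). In 3 of the 24 fits that left out 1 fish, ldlrb did pass against A+. Against the non-transgenic fish ldlrb was lower in Z+ (-1.11, adjusted p = 0.031). Of 6 tested SREBP2 targets outside the pathway, 0 passed the threshold against A+, with 1 at an unadjusted p under 0.05 and 0 adjusted over the list alone. Against Z-, 2 were lower, and against the non-transgenic fish, 3 were lower. The value from camera against A+ was 0.13. It was 0.022 in a limma voom fit with sample weights and 0.019 without A+ replicate 2. The score of the 6 genes was 5.31 ± 0.49 log2 CPM (SD, n = 6) in Z+ and 5.70 ± 0.50 (SD, n = 6) in A+, a difference within the spread between fish (exact permutation test, two-sided, p = 0.20). From Z- it differed by -0.55 (exact permutation p = 0.032, adjusted p = 0.093 over 20 lists), and from A- by -0.74, with 5 of 6 Z+ fish below the lowest A- fish (exact permutation p = 0.011, adjusted p = 0.036).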

The lower transcripts levels of multiple SREBP2-regulated cholesterol pathway genes suggested that the hepatic cholesterol levels would be lower in Z+ fish due to reduced biosynthesis. Total cholesterol was measured in adult zebrafish livers. The results showed a significant reduction of hepatic cholesterol in the Z+ samples compared to the three other genotypes (Figure 4B). This directly demonstrated that expression of ZAAT results in the lowering of hepatic cholesterol at a physiological level, and is consistent with an effect on SREBP2-mediated cholesterol biosynthesis. 

To determine whether the suppression of cholesterol biosynthesis as a response to ZAAT expression is restricted to the zebrafish system, or if it also potentially occurs in α1-antitrypsin deficiency patients, the expression of SREBP2-regulated cholesterol pathway genes was compared via qPCR in human hepatic HepG2 cells stably expressing either eGFP-T2A-AAT or eGFP-T2A-ZAAT (Figure 5). The use of the T2A motif allows separate but stoichiometric expression of eGFP and antitrypsin from the same transcriptional unit. eGFP provided the means to compare expression levels of transfected AAT and ZAAT, as antitrypsin produced from the transfected plasmids cannot be distinguished from endogenous antitrypsin in HepG2 cells. Immunoblotting analysis of eGFP indicated that expression of the AAT transgene was higher than ZAAT in transfected cells (Figure 5A). 

Five key genes involved in the cholesterol biosynthetic pathway were assessed in HepG2 cells. The results showed a reduction in the expression of *HMGCS*, *MVK*, *FDPS* and *LSS,* and no change in *HMGCR* in cells expressing ZAAT, consistent with the zebrafish RNA-seq analysis (Figure 5B). By contrast, no decrease in the expression of these genes was observed when comparing cells expressing AAT to non-transfected cells, despite the much higher expression level of AAT (Figure 5C). These results indicate that, as in the zebrafish system, the SREBP2-mediated cholesterol biosynthesis pathway is suppressed in ZAAT-expressing human cells. 

### 2.3. Compromising the HRD1 E3 Ligase Complex Further Suppresses Cholesterol Biosynthesis but Does Not Influence ZAAT Accumulation or Secretion

As shown above, RNA analysis in both zebrafish and human models strongly suggested SREBP2 activation is suppressed in ZAAT-expressing hepatocytes. SREBP2-mediated signalling is tightly controlled in hepatocytes to ensure cholesterol homeostasis [45]. The precursor complex (SCAP-SREBP2) is regulated by the sterol-dependent binding of SCAP to the short-lived anchor proteins Insig1 or Insig2 in the ER. The turnover of Insig1 in particular via ERAD influences the extent of SCAP-SREBP2 interaction with the COPII components required for translocation to the Golgi and activation of *de novo* cholesterol biosynthesis [46,47]. 

Two mammalian homologs of the yeast Hrd1 E3 ligase, HRD1 and gp78, have been reported to facilitate the clearance of ZAAT via ERAD [24,25]. As gp78 (but not HRD1) is also involved in the turnover of Insig proteins [47], we predicted that the burden of processing misfolded ZAAT in the zebrafish liver limits the capacity of the gp78 E3 ligase complex to correctly regulate Insig1 levels, resulting in increased retention of SCAP-SREBP2 complex in the ER and preventing the activation of the cholesterol biosynthesis pathway. 

The simplest way to test this hypothesis would be to increase the competition between ZAAT and Insig1 for the gp78 ligase. This can be achieved by targeting the Hrd1 E3 ligase so that misfolded ZAAT would be redirected to the gp78 ligase complex for ER protein turnover. If the hypothesis is true, we should expect further Insig1 stabilisation and suppression of cholesterol biosynthesis. However, targeting the Hrd1 complex in vivo cannot be achieved as deletion of integral components of the HRD1 E3 ligase complex including HRD1, SEL1L, and Derlin-1 are embryonically lethal [48,49,50]. We, therefore, propose that a reduction (but not complete ablation) of Hrd1 complex activity may be sufficient to redirect more ZAAT to the gp78 complex, without killing the cell.

The ER lectins, Erlec1 and Os-9, are luminal components of the Hrd1 complex responsible for recruiting misfolded substrates including antitrypsin to the E3 ligase and are reported to have partially redundant roles [51,52,53,54,55]. Therefore, targeting one of these lectins should reduce ZAAT degradation via the Hrd1 complex without causing lethality. Since our LC-MS/MS analysis identified zebrafish Erlec1 as a DEP that is up-regulated in the Z+ fish liver, Erlec1 was chosen over Os-9 for genetic manipulation. The CRISPR/Cas9 gene editing system was used to generate an *erlec1* mutant line (Supplementary Figures S6 and S7).

Reverse-transcriptase PCR (RT-PCR) analysis showed a pronounced reduction of *erlec1* transcripts in the homozygous mutant animals (Figure 6A), consistent with nonsense-mediated RNA decay. Any transcripts escaping nonsense-mediated decay would produce a very small, truncated protein (Supplementary Figure S8), and therefore no functional Erlec1 is likely to be produced from this allele. 

In human embryonic kidney cells (HEK293), knockout of both ERAD lectins ERLEC1 and OS-9, but not single knockouts, results in instability of the HRD1 complex [55]. To determine if the knockout of *erlec1* alone is sufficient to hinder Hrd1-mediated processing in zebrafish, the transcripts of key components such as Hrd1 (also known as Syvn1), Sel1l and Os-9 were compared between *erlec1*^−/−^ and wildtype livers in adult fish via RT-PCR. Reduction in expression of these components was observed in *erlec1*^−/−^ animals (Figure 6B), suggesting the Hrd1 complex is likely to be compromised.

The expression of Srebp2-regulated cholesterol pathway genes was then assessed via qPCR. As expected, the results revealed no significant difference in the expression levels of these genes between wildtype and *erlec1*^−/−^ livers in the absence of ZAAT (Figure 6C) because gp78 remains functional and the turnover of Insig does not depend on the HRD1 complex. By contrast, in livers expressing ZAAT, expression of the cholesterol genes was significantly decreased in *erlec1*^−/−^ fish compared to wild-type siblings (Figure 6D). This supports our hypothesis that the removal of Erlec1 alters the ER processing of misfolded ZAAT in zebrafish liver in a way that further suppresses Srebp2 activation. This is most likely due to increased competition between ZAAT and Insig1 for gp78 because the Hrd1 complex is compromised. 

Next, we asked whether the further suppression of cholesterol biosynthesis genes in Z+, *erlec1*^−/−^ fish results in a further reduction of hepatic cholesterol. Total cholesterol in fish expressing ZAAT was measured. However, no difference in total cholesterol was detected in the Z+ *erlec1*^−/−^ liver, compared to Z+ *erlec1*^+/+^ siblings (Figure 6E). As total cholesterol is reduced in Z+ liver without manipulation of Erlec1, these results suggest that further suppression in cholesterol biosynthesis in the absence of Erlec1 may be opposed by compensatory mechanisms that maintain minimum tissue cholesterol levels, such as an increase in uptake of cholesterol from the circulation.

Suppression of Hrd1-mediated processing may reduce the amount of ZAAT exiting the ER for degradation and thus promote aggregation of polymerogenic ZAAT. To determine if the loss of Erlec1 affects ER retention of ZAAT, we checked for the presence of inclusion bodies in the Z+ *erlec1*^−/−^ liver. Inclusion bodies in Pi*ZZ patients (and PiZ transgenic mice) are routinely detected using histological staining of liver sections with Periodic acid Schiff (PAS) solution, indicating the presence of glycogen and mucosubstances. The addition of diastase during staining effectively removes glycogen, so any inclusions that remain positively stained in hepatocytes indicate the aggregation of ZAAT glycoproteins. Paraffin-embedded sections of adult Z+ zebrafish livers were stained with PAS and diastase and showed no evidence of inclusion bodies in either *erlec1*^+/+^ or *erlec1*^−/−^ animals (Figure 6F), consistent with liver sections stained for human antitrypsin (Supplementary Figure S9).

To investigate the effect of *erlec1*^−/−^ on ZAAT secretion, ZAAT was detected in blood by immunoblotting. Liver extracts from the same animals were subjected to immunoblotting for eGFP to assess transgene expression level. Quantification of protein signals revealed no difference in the level of circulating ZAAT in the *erlec1*^−/−^ fish compared to *erlec1*^+/+^ siblings (Figure 6G). Taken together with the absence of inclusion bodies in the *erlec1*^−/−^ liver, our results suggest the clearance of ZAAT in the liver remains efficient despite compromised Hrd1-mediated degradation.

### 2.4. Deletion of Man1b1 Mannosidases Increases ZAAT Secretion without Inducing Intracellular Accumulation

Our data from the *erlec1*^−/−^ fish indicated that increasing the ERAD burden by processing ZAAT enhances suppression of Srebp2 activation in the zebrafish liver. We, therefore, postulate that Srebp2 signalling suppression might be released if ZAAT is directed away from the ERAD system. The extraction of misfolded proteins from the folding cycle and sorting to ERAD involves the modification of N-glycans by ER glucosidases and mannosidases [31,32]. Kifunensine, an inhibitor of ER mannosidase I (encoded by *MAN1B1*), delays the degradation of ZAAT and increases its secretion, presumably by prolonging the time available for slow folding intermediates in the folding cycle to gain secretion competency by allowing them to escape ERAD. Based on these observations, mutation of MAN1B1 homologs in ZAAT-expressing zebrafish liver was predicted to reduce the amount of ZAAT delivered to the ERAD systems, thus relieving pressure on gp78 and rescuing suppression of the cholesterol biosynthetic pathway. We also predicted an increase in circulating ZAAT because in the absence of ERAD, slowly folding or misfolding molecules may eventually attain secretion competency.

There are two MAN1B1 homologs in zebrafish (Supplementary Figures S11 and S12). Double mutant animals were generated by simultaneous injection of CRISPR gRNAs targeting both MAN1B1 homologs (Figure 7A). RT-PCR analysis of *man1b1a* confirmed the loss of transcript in mutant animals presumably due to nonsense-mediated decay (Figure 7B). Nonsense-mediated decay of the mutant *man1b1b* transcript did not occur, although an increase in molecular mass of the mutant mRNA is indicative of a +47 bp insertion detected by sequencing (Supplementary Figure S13). As the mutation disrupts the reading frame of *man1b1b*, functional Man1b1 proteins will not be produced in the double mutant fish.

To examine the effect of the loss of Man1b1 on ZAAT secretion, circulating levels of ZAAT were analysed by immunoblotting. No differences in circulating levels of ZAAT were detected between wildtype and fish lacking either Man1b1a or Man1b1b (Supplementary Figures S15 and S16), but a significant increase in circulating ZAAT was observed in *man1b1a*^−/−^ *man1b1b*^−/−^ fish (Figure 7C). The increase in circulating ZAAT was not due to higher ZAAT transgene expression in the *man1b1a*^−/−^ *man1b1b*^−/−^ fish based on eGFP expression in the liver. These results suggested that the two zebrafish Man1b1 homologs share redundant roles, and that removal of both homologs increases ZAAT secretion, which is consistent with the results of chemical targeting of MAN1B1 in human cell line studies. 

Although treatment with kifunensine in human cells boosts ZAAT secretion, intracellular retention of ZAAT also increases due to reduced degradation [31,32]. Therefore, we asked whether the increased ZAAT secretion observed in the *man1b1a^−^*^/−^ *man1b1b*^−/−^ fish is accompanied by accumulation in hepatocytes. However, staining of adult fish livers for human antitrypsin or PAS with diastase digestion revealed no inclusion bodies (Figure 7D, Supplementary Figure S14), suggesting the misfolded ZAAT does not accumulate in hepatocytes upon Man1b1 deletion.

The lack of hepatic ZAAT accumulation in the absence of functional Man1b1 proteins was perplexing, as Man1b1 is generally regarded as an integral part of the ER quality control system. To determine whether the loss of Man1b1 alleviates the processing pressure on gp78, the cholesterol biosynthetic pathway was monitored via qPCR. No significant change was observed in the expression levels of cholesterol biosynthetic genes in either single- or double-Man1b1 mutant livers compared to wildtype, in either the non-transgenic or ZAAT-expressing background (Figure 7E). These results indicated that the removal of Man1b1 proteins does not ease the burden on the gp78 ligase complex, and that processing of Insig1 and Srebp2 activation remains limited in the Z+ liver. This suggests that the targeting of ZAAT to ERAD ligase complexes is not dependent on Man1b1 and is supported by our histological observations that ZAAT does not accumulate in the *man1b1a^−^*^/−^ *man1b1b*^−/−^ fish liver.

## 3. Discussion

In our transgenic zebrafish model, ZAAT does not accumulate in hepatocyte inclusion bodies but the secretion insufficiency observed in human Pi*ZZ individuals is evident [30]. 

The RNA-seq data described here show that both AAT and ZAAT transgenes are expressed at comparable levels as endogenous antitrypsin. This rules out the trivial explanation that the level of ZAAT expression is insufficient in the zebrafish model to drive the formation of inclusion bodies. It further strengthens our prediction that the lack of hepatic ZAAT accumulation in this model is due to the efficient removal of the misfolded protein.

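In mean CPM, the transgene reached 4207 ± 2002 (SD, n = 6) in Z+ and 3430.1 ± 1223 (SD, n = 6) in A+. The endogenous gene serpina1, on chromosome 20 from 10709305 to 10712378, was at 8451 ± 3094 CPM (SD, n = 6) in Z+ and 10363 ± 4184 CPM (SD, n = 6) in A+, and at 6958 ± 2723 and 7013 ± 1401 CPM (SD, n = 6 each) in Z- and A-. Beside it on the chromosome, from 10703223 to 10706391, serpina1l was at 1468 ± 1035 CPM (SD, n = 6) in Z+ and 2832 ± 1616 CPM (SD, n = 6) in A+. From A+ to Z+, serpina1 changed by -0.29 (SE 0.35, adjusted p = 0.63) and serpina1l by -0.95 (SE 0.60, adjusted p = 0.32). From A- to A+, serpina1l rose by 1.96 (SE 0.62, adjusted p = 0.045).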

It is generally accepted that autophagy is induced by ZAAT accumulation in the human and mouse liver, and is involved in its clearance [26,33,34,35]. The lack of hepatic ZAAT accumulation in the transgenic zebrafish liver may explain why autophagy is apparently not activated in our model. 

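Among the 263 higher ZAAT-specific DEGs, the autophagy-initiation genes numbered 4. Of the genes for the later steps, 0 were among the higher and 0 among the lower ZAAT-specific DEGs. The phosphatase genes gave 1 in each direction, mtmr3 and mtmr2.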

Despite functional enrichment analysis of some autophagy genes in the RNA-seq data, detailed inspection of these DEGs revealed increases in both inducing and repressing autophagy factors in the Z+ liver, with no indication of a general activation of autophagy. 

Autophagy components that were induced have documented roles in other pathways. For example, ULK proteins have autophagy-independent roles such as regulating ER to Golgi vesicular trafficking, redox homeostasis, and cholesterol metabolism [56,57,58]. In particular, ULK1 promotes AKT/FOXO3a-mediated *SREBP2* expression [57]. Therefore, up-regulation of ULK1/2 homologs in our zebrafish model may present a mechanism opposing ZAAT-induced stress by increasing ER cargo export to alleviate an accumulated protein load, or it may be a specific feedback response to low cholesterol levels that expedites the movement of Srepb2 to the Golgi via COPII vesicles, or increases *srebp2* expression. 

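The ULK genes had the largest changes of the initiation complex. The transcript of ulk2, on chromosome 15 from 23310920 to 23358843, averaged 63.7 ± 21.1 CPM (SD, n = 6) in Z+, 12.0 ± 6.53 CPM (SD, n = 6) in A+, 9.16 ± 2.89 CPM (SD, n = 6) in Z- and 13.6 ± 10.2 CPM (SD, n = 6) in A-, and every Z+ fish was above every other fish. Its log2 fold change from A+ had an SE of 0.44 and an adjusted p of 0.0024, and from Z- it rose by 2.80. That of ulk1a, on chromosome 8 from 52160822 to 52200557, rose by 1.92 from A+ (SE 0.44, adjusted p = 0.0095) and by 2.70 from Z-, on 14 to 221 counts per fish. That of ulk1b rose by 1.24 from A+ (SE 0.28, adjusted p = 0.0098) and by 2.05 from Z-. In the interaction, ulk2 (2.98, adjusted p = 0.021) and ulk1a (2.76, adjusted p = 0.038) passed the threshold.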

In future studies, biochemical analysis on autophagy flux in this model would provide a definitive indication of whether autophagy is indeed activated in the Z+ liver. 

The most striking result from our bioinformatic analysis of Z+ liver is the suppression of SREBP2-regulated cholesterol biosynthesis genes, which we demonstrated biochemically results in lower hepatic cholesterol, and also occurs in human liver cells expressing ZAAT. This is also consistent with microarray analysis results in a transgenic mouse model with doxycycline-inducible expression of ZAAT (referred to as the inducible Z mouse) [59], as well as RNA-seq analysis in the PiZ mouse model [60]. However, observations in the inducible Z mouse have not been followed up to determine if hepatic cholesterol levels are actually affected. Interestingly, the hepatic cholesterol level in PiZ mice was reported to be significantly higher compared to PiM controls, contrasting the RNA-seq data from the same study. Taken together, the effect of ZAAT expression on cholesterol metabolism in the mouse models remains unclear. 

In another serpinopathy, inclusion bodies composed of polymerised neuroserpin (SERPINN1) proteins are thought to have gain-of-function toxicity in the brain, resulting in familial encephalopathy, a rare form of dementia [61]. Expression and accumulation of polymerised neuroserpin activates the ER overload response but not the UPR and is associated with up-regulation of the SREBP2-dependent cholesterol biosynthetic pathway [62]. 

Acknowledging the extraordinary complexity of the circuits and components that regulate cholesterol metabolism, which includes at least four major regulators (SREBP2, SCAP, Insig, HMGCR) controlled by various E3 ubiquitin ligases including gp78, RNF145 and HRD1 [63,64], the simplest way to reconcile the apparently contradictory impacts of ZAAT and polymerized neuroserpin on cholesterol genes is to posit that they interact differentially with the key ERAD ligases. This is supported by the fact that HMGCR, which is primarily regulated by gp78/RNF145, was not identified as a DEG in our system, but is up-regulated in the presence of polymerized neuroserpin [62]. Our results suggest that ZAAT in zebrafish hepatocytes is handled by both Hrd1 and gp78, and its lack of intracellular accumulation indicates that although they are perturbed these systems are not overloaded. By contrast, polymerized neuroserpin is primarily handled by gp78 [62], and its intracellular accumulation indicates that the ligases are overloaded. Thus, given that Insig1 drives degradation of HMGCR via gp78/RNF145, competition by neuroserpin stabilizes Insig1/HMGCR thus increasing cholesterol production. 

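Of the ERAD ligases, the gp78 gene amfra changed by 0.06, rnf145b by 0.26 and the HRD1 gene syvn1 by -0.17 from A+ to Z+. Of the regulators of SREBP2, scap changed by -0.08 and insig2 by 0.32. None of these 5 passed the threshold. Elsewhere in the list of pathway regulators, mbtps2, ulk1a, ulk1b and ulk2 were higher in Z+ and ZAAT-specific. Among tested genes with a position, mbtps2 lies next to klhl24b, so an effect of a nearby Z insertion on it is not excluded.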

The correlation between mutant serpin accumulation and increased cholesterol biosynthesis reported in the neuroserpin model [62] is also consistent with the steatosis phenotype with elevated levels of hepatic cholesterol in the PiZ mouse liver [60]. Taking these studies together, and remembering that cholesterol gene suppression occurs in inducible PiZ mouse liver [59], zebrafish hepatocytes and HepG2 cells (reported here) it might be suggested that early in liver disease progression, before inclusion bodies form, perturbation of the E3 ligases favours partial Insig1 stabilization, SREBP2 suppression and lowered cholesterol synthesis. As the disease progresses and inclusion bodies form, the ligases become overloaded, Insig1 is fully stabilized, HMGCR levels build up and cholesterol synthesis increases even if SREBP2 levels are low. Of course, we do not rule out the induction of other cellular stress responses affecting cholesterol metabolism. 

To our knowledge, we are the first to propose a molecular mechanism for cholesterol biosynthesis suppression in the presence of ZAAT: that increased processing burden on gp78-mediated ERAD from misfolded ZAAT reduces Insig turnover, therefore increasing the retention of SCAP-SREBP2 complex in the ER and preventing its transport and activation in the Golgi (Figure 8A). This working model is supported by our observation that suppression of the cholesterol gene expression occurs when ERAD is further compromised in the Z+ *erlec1*^−/−^ liver (Figure 8B). Future investigations targeting gp78 will confirm the involvement of this E3 ligase in mediating ZAAT and Insig1 processing in the zebrafish liver.

The role of ERLEC1 in facilitating the degradation of misfolded antitrypsin was initially studied in cell models expressing NHK, another misfolding, but a non-polymerogenic variant of antitrypsin [51,54,55]. However, the contribution of ERLEC1 in targeting misfolded ZAAT to ERAD has not been previously investigated. To our best knowledge, this is the first study to examine the role of Erlec1 directly in hepatic ZAAT processing in vivo.

To our surprise, ablation of functional Man1b1, which is generally considered to be responsible for the sorting of misfolded proteins in the ER lumen to E3 ligases, does not affect the degradation of misfolded ZAAT, as an increase in intracellular retention and alleviation of ERAD burden was not observed. Our results support the model of protein quality control proposed by Sifers and colleagues: MAN1B1 is a cis-Golgi protein responsible for capturing misfolded proteins that prematurely escape into the secretory pathway and redirecting them back to the ER for refolding or degradation [65,66,67,68]. This explains the increase in ZAAT secretion in the absence of functional Man1b1 proteins in our model without the formation of inclusion bodies: the retrieval of misfolded ZAAT from Golgi to ER is inhibited, thus allowing more ZAAT to be secreted (Figure 8C). Our results also suggest that the effect of kifunensine treatment on ZAAT-expressing human cells which results in increased intracellular retention and secretion may be due to an inhibitory effect on both MAN1B1 and EDEMs. EDEMs, are ER mannosidase-like proteins that are reported to facilitate ERAD targeting [69,70,71,72,73]. It is predicted that the secreted ZAAT in *man1b1a*^−/−^ *man1b1b*^−/−^ fish is functional because ZAAT secreted in kifunensine-treated cells can form inhibitory complexes with its target elastase [31]. The absence of inclusion bodies in these fish suggests that targeting MAN1B1 in vivo to alleviate ZAAT deficiency might increase serum levels without causing liver toxicity.

Apart from cholesterol biosynthesis suppression, this zebrafish model also recapitulates other hepatic responses in existing ZAAT models, such as sensitivity to additional liver stress reported previously [30], and UPR activation appears to be absent based on the bioinformatic analysis in this study. 

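For the UPR, 25 tested genes were taken as a list. From A+ to Z+, 3 were higher and 0 lower, with 5 at an unadjusted p under 0.05 and 3 higher adjusted over the list alone. Those higher were atf6, on chromosome 20 from 37080337 to 37136494, at 1.34 (SE 0.41, adjusted p = 0.039), ddit3, the CHOP gene, at 0.99 (SE 0.30, adjusted p = 0.038), and trib3 at 0.75 (SE 0.19, adjusted p = 0.019). The calls of atf6 and ddit3 were lost in 9 and 10 of the 24 fits that left out 1 fish, and atf6 fell to 0.88 without Z+ replicate 5. That of trib3 was lost without Z+ replicate 2 (0.69). Against the non-transgenic fish, atf6 passed the threshold (1.21, adjusted p = 0.017) and ddit3 and trib3 did not (adjusted p = 0.22 and 0.070). Against Z-, the adjusted p values of these 3 were 0.15, 0.61 and 0.34, and none of the 25 genes was ZAAT-specific. The transcript of hspa5, the BiP gene, on chromosome 5 from 2000271 to 2008182, was at 678 ± 386 CPM (SD, n = 6) in Z+ and 515 ± 164 CPM (SD, n = 6) in A+ (log2 fold change 0.40, SE 0.49, adjusted p = 0.65). The median log2 fold change of the list was 0.010, and the value from camera was 0.46. It was 0.070 without Z+ replicate 1 and 0.85 without Z+ replicate 5, and with the vitellogenin genes in the model it was 0.82 in the opposite direction. The score was 5.68 ± 0.50 log2 CPM (SD, n = 6) in Z+ and 5.58 ± 0.30 (SD, n = 6) in A+ (exact permutation test, two-sided, p = 0.68). From Z- the Z+ score differed by 0.04 (exact permutation p = 0.89) and from A- by 0.52 (exact permutation p = 0.054, adjusted p = 0.12). The A+ score was itself above A- by 0.42 (exact permutation p = 0.043, adjusted p = 0.17).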

Interestingly, UPR activation was reported in a recently established PI*Z transgenic mouse model [74], where expression of human ZAAT is driven by the native hepatocyte- and macrophage-specific promoters of *SERPINA1*. A subset of adult PI*Z mice with high levels of inclusion bodies shows an elevated expression of UPR factors such as XBP1s, BiP, ATF4 and CHOP. However, this is inconsistent with other mouse models where marked up-regulation of CHOP was reported in juvenile PiZ mice but not in adults [75], and up-regulation of other UPR markers such as BiP and XBP-1 was not observed in the inducible Z mice [36]. The reason for the conflicting observations on UPR activation in different mouse models is presently unclear. Overall, there is no compelling evidence that UPR activation is a central response to ZAAT expression in vivo.

In conclusion, our results indicate that the biological processes responding to soluble misfolded ZAAT may be distinguished from those responding to insoluble aggregates through investigations in the zebrafish model, where ZAAT accumulation does not occur. As sequestration in inclusion bodies is unlikely to explain the serum deficiency of ZAAT, the zebrafish model will be useful for examining the processes involved in misfolded protein clearance, which may lead to the development of strategies that can alleviate AATD by enhancing ZAAT secretion without promoting hepatic accumulation.

## 4. Materials and Methods

### 4.1. Plasmids

pCI-neo with either eGFP-T2A-AAT or eGFP-T2A-ZAAT cloned into the *Eco*RI site was described previously [30]. These plasmids were used for the expression of wildtype and Z-mutant antitrypsin in HepG2 cells.

### 4.2. Cell Culturing and Transfection

Human liver cancer cells (HepG2) were maintained at 37 °C with 10% (*v*/*v*) CO_2_ in DMEM medium supplemented with 10% (*v*/*v*) fetal bovine serum, 2 mM glutamine, 50 U/mL penicillin and 50 μg/mL streptomycin. For transfection, cells were seeded into a 24-well tissue culture plate at a density of 8 × 10^4^ cells per well and allowed to incubate at 37 °C overnight for cells to adhere. For each well, a transfection mix composed of 0.5 µg DNA and 1 µL of jetPRIME^®^ transfection reagent (Polyplus, Illkirch, France) was added. At 48 h post-transfection, cells were expanded into a 6-well tissue culture plate for G418 selection. 

### 4.3. Reverse Transcriptase PCR

Total RNA was isolated from cells or fish liver using Trizol lysis reagent (Sigma Aldrich, St. Louis, MO, USA) followed by isopropanol precipitation. The RNA pellet was washed with 70% (*v*/*v*) ethanol. RNA was quantitated using a nanodrop spectrophotometer and cDNA synthesis was performed using MMLV Reverse Transcriptase (MMLV RT [H-], Promega, Madison, WI, USA) and oligo-dT primer. For the detection of cholesterol biosynthesis pathway genes, primers listed in Supplementary Table S7 were used. PCR was performed using 2X GoTaq^®^ Green Master Mix (Promega).

### 4.4. Real-Time Quantitative PCR

cDNA and primers were added to the LightCycler^®^ 480 SYBR Green I Master mix (Roche, Basel, Switzerland) for the qPCR reaction using the LightCycler^®^ 480 Instrument with the following cycling conditions: 95 °C for 10 s denaturation, 58 °C for 30 s annealing, 72 °C for 30 s extension, for 45 cycles. Expression levels of transcripts were normalised to at least two housekeeping genes as indicated for each experiment and were calculated using the following method:

ΔCt = Average Ct _(target gene)_ − Average Geomean Ct _(housekeeping genes)_. (1)

Relative expression level = 2^−ΔCt^ × 10,000 (constant).

### 4.5. Zebrafish Maintenance

Zebrafish were maintained at 28 °C on a 14 h light/10 h dark cycle. Embryos were maintained in a 10 cm petri dish in E3 buffer in the 28 °C incubator up until 5 days post fertilisation (dpf). Transgenic lines expressing human α1-antitrypsin were maintained as heterozygous adults and were outcrossed to wildtype TU fish to generate transgenic fish and non-transgenic siblings for analysis. All animals were handled according to standard operating procedures and approved by the Monash University Animal Ethics Research Committee (ERM14549, approved 26 June 2018; ERM14732, approved 8 October 2018; and ERM30408, approved 25 January 2022).

### 4.6. Mutant Zebrafish Lines

A small volume (~2 nL) of injection mix containing 1 M KCl, 30 µM CRISPR gRNA, 20 µM Cas9 protein (Integrated DNA Technologies, Coralville, IA, USA), 0.5% cascade blue and 0.5% phenol red was injected into each one-cell embryo using the Femtojet microinjector (Eppendorf, Hamburg, Germany) under a dissecting microscope. The injected embryos were transferred to a petri dish and maintained at 28 °C. At 5 dpf, DNA was extracted from a tail biopsy of each embryo and PCR amplification across the CRISPR-target site was performed to indicate successful CRISPR/Cas9-induced mutations. The PCR product was separated via non-denaturing PAGE. Embryos with induced mutations were raised to adulthood when founder(s) could be identified.

### 4.7. Liquid Chromatography-Mass Spectrometry (LC-MS/MS)

Adult zebrafish livers were solubilised in 1% sodium deoxycholate (SDC) using standard protocols. Briefly, extracted livers were placed in 1% SDC in 100 mM Tris pH 8.1 and homogenised for 3 × 10 s using an electric homogeniser. Samples were boiled at 95 °C for 5 min and then sonicated for 3 × 10 s (samples were cooled on ice between sonication bursts). Samples were fractionated by centrifugation at 15,000*g* for 5 min. The soluble fraction was collected, and the protein concentration was measured. Up to 400 µg of liver protein was digested with trypsin for ~12 h on a column using standard filter-aided sample preparation (FASP) manufacturer protocol (Expedeon, Cambridge, UK). Digested protein was concentrated to 50 µL using a Speedvac, cleaned up using ZipTip (following the manufacturer’s protocol) and concentrated again to ~5 µL. Samples were diluted to 20 µL in 0.1% formic acid and iRT peptides were added for mass-spectrometry analysis.

Mass spectrometry was performed by the Monash Proteomics & Metabolomics Facility. Spectral data were acquired using a Dionex Ultimate 3000 RSLCnano system coupled to an Orbitrap Fusion Tribrid (Thermo Scientific, Waltham, MA, USA) mass Spectrometer. An acclaim PepMap RSLC (75 μm × 50 cm, nanoViper, C18, 2 μm, 100 Å; Thermo Scientific) analytical column and an Acclaim PepMap 100 (100 μm × 2 cm, nanoViper, C18, 5 μm, 100 Å; Thermo Scientific) trap column was used to chromatographically separate the tryptic peptides. Mass spectrometric DDA (data-dependent acquisition) data were searched against a modified version of the Uniprote Zebrafish database (GFP, human AAT, iRT peptides added) using Byonic (ProteinMetrics, Cupertino, CA, USA) embedded into Proteome Discoverer (Thermo Scientific) considering a 1% false discovery rate (FDR). Spectronaut 9 was used for both the generation of a sample-specific spectral library as well as to interrogate all mass spectrometric DIA files.

### 4.8. RNA-Sequencing

Extracted adult zebrafish livers were solubilised in Trizol lysis reagent (Sigma Aldrich) and total RNA was isolated by chloroform and isopropanol precipitation following the manufacturer’s protocol. RNA sequencing was performed by Monash Health Translation Precinct (MHTP) Medical Genomics Facility (Clayton, Australia). Briefly, samples were analysed using a QC bioanalyzer having an average RIN of 8.8 (7–10) and an average concentration of 290 ng/µL using Qubit. 400 ng of RNA per sample was used for sequencing. Samples were sequenced over two runs using an Illumina NextSeq550 using 75 bp paired-end sequencing (High output mode V2 chemistry 1% PhiX). 2.3 pM of libraries (~340 bp in length) were loaded onto the flow cell for optimal clustering, with >88% passing the clustering filter and used for subsequent sequencing detection. A total of 1.27 billion reads were detected.

The RNAseq data were aligned to a custom reference genome using the RNAsik pipeline (version 1.4.7) [40]. The custom genome was generated by concatenating the fasta files from the GRCz11 Ensembl reference (release 92) and the AAT transgene. The annotation GTF file for GRCz11 was also altered to contain a corresponding entry for the transgene. Both the custom fasta file and the gtf file were then filtered to remove contigs as well as unknown and alternate chromosomes. The RNAsik pipeline was run with the following parameters: ‘-align star -paired -all’ and used the combined fasta file and gtf file as input for the ‘-fastaRef’ and ‘-gtfFile’ parameters. In brief, the RNAsik pipeline used STAR (v2.5.2b) [39] to align the raw reads to the reference genome and featureCounts to count high-quality aligned reads to annotated genes. The resulting count matrix was then used for differential gene expression analysis. 

### 4.9. Differential Gene/Protein Analysis

Transcript counts from approximately 31,400 features were consolidated to corresponding unique genes (approximately 28,000). Counts were then converted to reads per kilobase of the transcript, per million mapped reads (RPKM). For differential expression analysis, lowly expressed genes are excluded for better estimation of the mean-variance relationship. Only transcripts and proteins with raw counts above 100 in at least 3 samples were considered to distinguish expression from noise. 

DEGs/DEPs were defined as genes/proteins with significant dysregulation in the ZAAT-expressing liver samples only. Multiple Student’s *t*-test analysis was used to compare the log₂RPKM or protein counts for the following genotypes: (1) Z+ vs. A+; (2) Z+ vs. [Z- & A-]; (3) Z+ vs. Z-; and (4) Z- vs. A- with summed false discovery rate (FDR) threshold applied (for statistical parameters applied, see Supplementary Figure S4). 

### 4.10. Antibodies

The following antibodies were purchased: rabbit anti-human α1-antitrypsin (Sigma Aldrich #A0409), used at 1:1000 for immunoblots; Mouse anti-GFP (clones 7.1 and 13.1) (Roche #11814460001), used at 1:1000 for immunoblots; Mouse anti-β-tubulin (AA2) (Millipore #05-661), used at 1:5000 for immunoblots; Sheep anti-Rabbit Ig-HRP conjugated (pre-adsorbed) (Rockland Immunochemicals, Pottstown, PA, USA) used at 1:5000 for immunoblots; Goat anti-Mouse Ig-HRP conjugated (pre-adsorbed) (Rockland Immunochemicals) used at 1:5000 for immunoblots. The rabbit anti-zebrafish IgM antibody (used at 1:2000 for immunoblots) was obtained from Dr J. Coll.

### 4.11. Protein Lysates and Immunoblotting

Proteins were solubilised in Laemmli sample buffer (62.5 mM Tris-HCl, pH 6.8, 2% (*w/v*) SDS, 10% (*v/v*) glycerol, 0.01% (*w/v*) bromophenol) with 0.05 M 2-mercaptoethanol. Samples were boiled and resolved in 10% acrylamide gels and transferred onto PVDF membranes. Membranes were incubated in 5% (*w/v*) skim milk in TBS buffer for at least 1 h at room temperature, then in primary antibodies diluted appropriately in TBS overnight at 4 °C. Membranes were washed with TBS-T for 3 × 15 min and incubated with HRP-conjugated secondary antibody diluted appropriately in TBS for 1 h at room temperature. After washing with TBS-T for 3 × 15 min, membranes were incubated in enhanced chemiluminescence (ECL) developing solution (Western Lightning Plus, PerkinElmer, Waltham, MA, USA) for approximately 30 s. The membrane was exposed to Fuji Super RX X-ray films. 

Membranes were washed once with TBS-T and incubated with stripping buffer (1.5% (*w/v*) glycine, 0.1% (*w/v*) SDS, 1% (*v/v*) Tween 20, pH 2.2) for 2 × 10 min at room temperature followed by 2 × 10 min washes with PBS then 2 × 10 min washes with TBS-T. Membranes were incubated for 1 h at room temperature with rocking, in blocking solution before re-probing or staining with 0.008% (*w/v*) Direct blue 71 in 40% (*v/v*) ethanol and 10% (*v/v*) glacial acetic acid for total protein.

### 4.12. Total Cholesterol Assay

Adult zebrafish were starved for 24 h prior to euthanasia. The liver was harvested and hepatic cholesterol levels were measured using an enzymatic kit (BioVision #K623-100) following the manufacturer’s instructions. The liver pellet post lipid extraction was dried at 50 °C and pellet mass was measured using an analytical balance.

### 4.13. Periodic Acid-Schiff (PAS) Diastase (D) Staining

All histological work was performed by the Monash Histology Platform. Paraffin-embedded zebrafish liver was sectioned at a thickness of 3 µm and stained for PAS (with or without diastase) as previously described [30]. Sections were scanned using the Aperio ScanScope^®^ AT Turbo for visualisation.

## Figures and Tables

**Figure 1:**
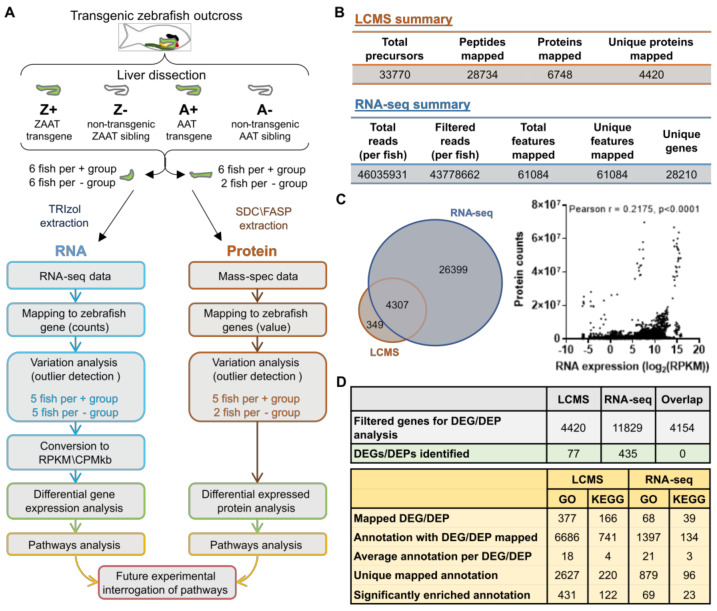
Overview of the global transcriptomic/proteomic approach to identify dysregulated pathways in ZAAT-expressing zebrafish livers. (**A**) Six fish in each genotype group were analysed, with protein and RNA samples extracted from each liver sample. Fish identified as outliers were excluded from subsequent analysis (see Supplementary Figure S2). (**B**) Summary statistics of LC-MS/MS and RNA-seq data aligned to the reference library or genome. (**C**) Comparison of libraries generated from RNA-seq and LC-MS/MS data (left panel). Correlation analysis of transcriptomic and proteomic expression profiles (right panel). Each point represents protein (counts) and RNA (log_2_CPM/kb) expression data from one gene in one fish. (Pearson r, *r* = 0.2157, *p* < 0.0001). (**D**) Summary statistics of differential expression analysis (top panel) and pathway enrichment analysis (bottom panel).

**Figure 2:**
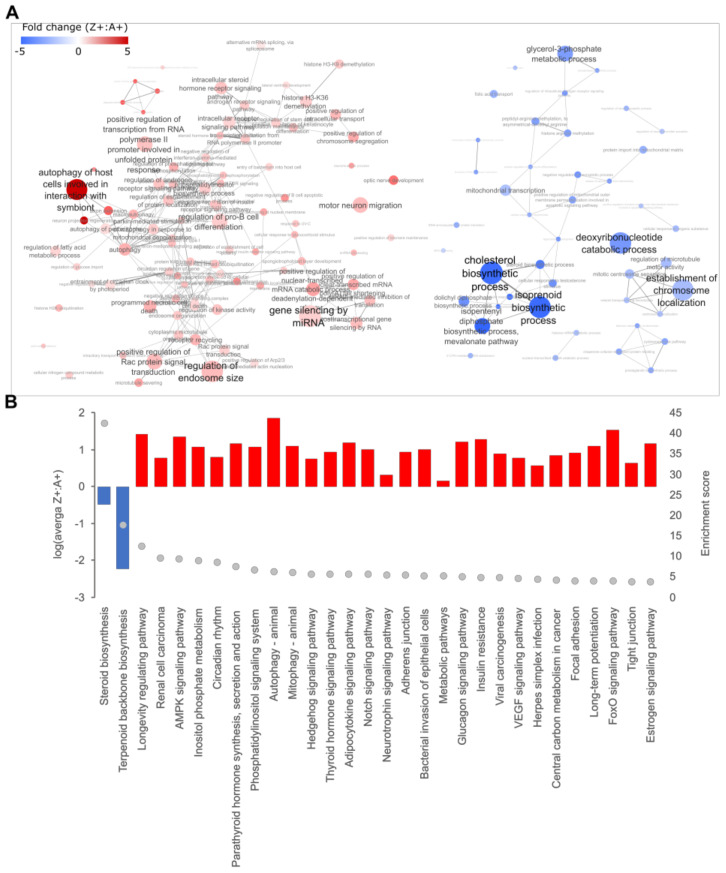
Pathway enrichment analysis of DEGs identified from RNA-seq data. Differentially expressed genes (DEGs) from RNA-seq data were mapped to the corresponding human orthologs and (**A**) Gene Ontology (GO) enrichment analysis was performed. The enriched GO annotations under the ‘Biological Process’ category were filtered based on an enrichment threshold >4 with annotations containing DEGs that are either all up- or down-regulated. Filtered annotations were then mapped onto an interaction network as nodes and were connected by an edge if there were common DEGs present between nodes. The thickness of the edge correlates to the number of common DEGs shared between two nodes. The size of each node represents the enrichment score from the GO enrichment analysis. Red indicates the up-regulation of the GO term while blue indicates downregulation. (**B**) The top 30 results from KEGG enrichment analysis. The histogram shows the direction and average level of dysregulation for all DEGs mapped to each KEGG pathway (left *y*-axis), and the grey dots indicate enrichment levels (right *y*-axis).

**Figure 3:**
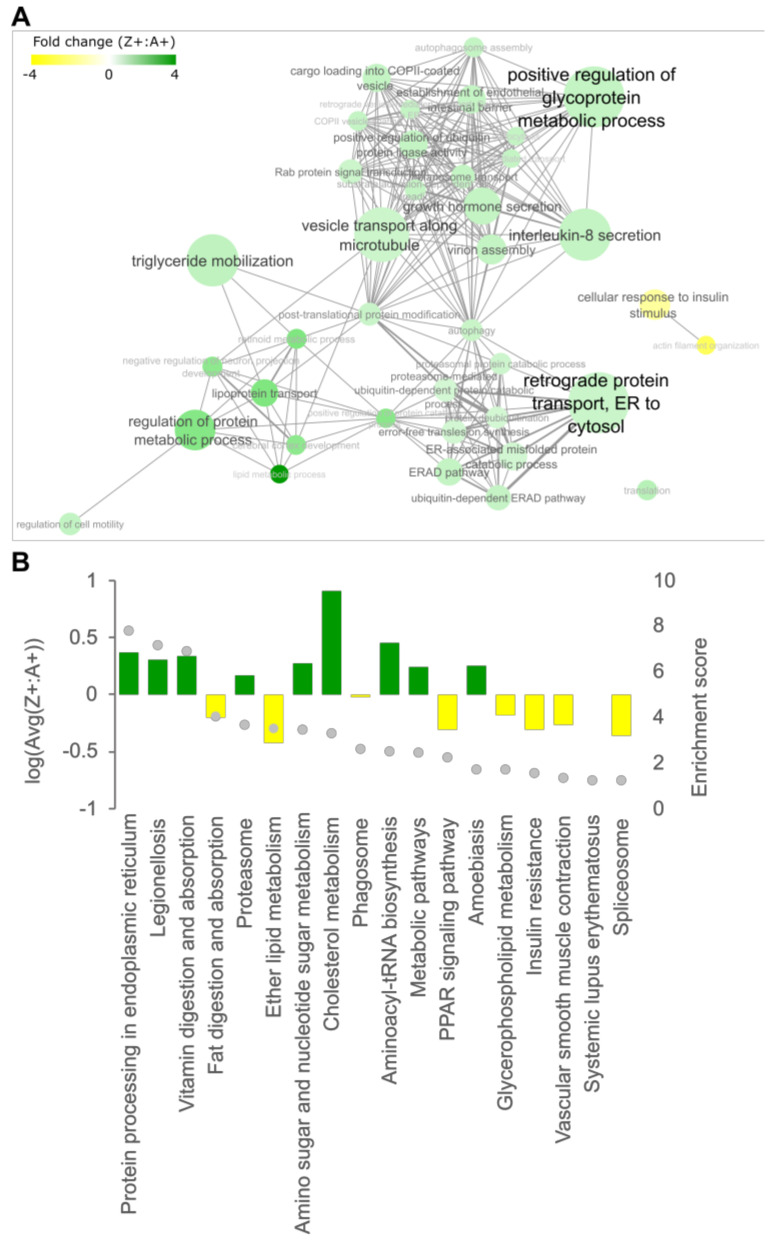
Pathway enrichment analysis of DEPs identified from LC-MS/MS data. Differentially expressed proteins (DEPs) from LC-MS/MS data were mapped to the corresponding human orthologs and (**A**) Gene Ontology (GO) enrichment analysis was performed. The enriched GO annotations under the ‘Biological Process’ category were filtered for annotations containing DEPs that are either all up- or down-regulated. Filtered annotations were then mapped onto an interaction network as nodes and were connected by an edge if there are common DEPs present between nodes. The thickness of the edge correlates to the number of common DEPs shared between two nodes. The size of each node represents the enrichment score from the GO enrichment analysis. Green indicates the up-regulation of the GO term while yellow indicates downregulation. (**B**) KEGG enrichment analysis of DEPs. The histogram shows the direction and average level of dysregulation for all DEPs mapped to each KEGG pathway (left *y*-axis), and the grey dots indicate enrichment levels (right *y*-axis).

**Figure 4:**
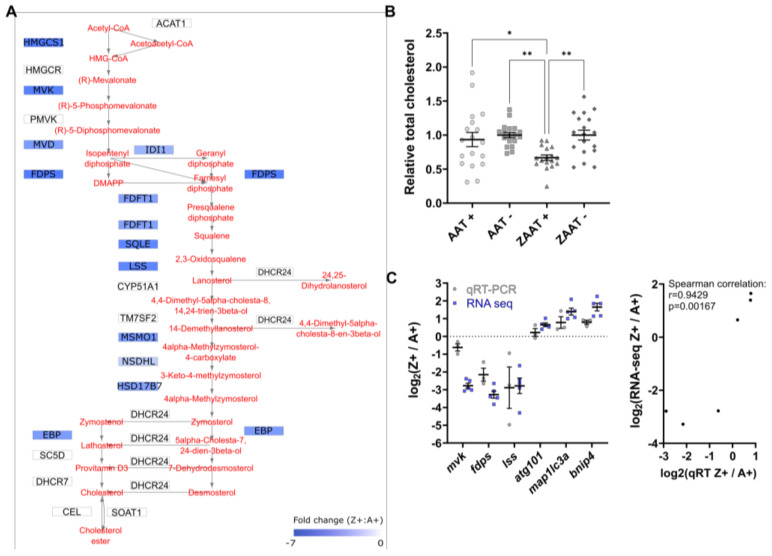
Cholesterol biosynthesis is suppressed in ZAAT-expressing zebrafish liver. (**A**) Mapping of DEGs onto KEGG pathways suggests downregulation of cholesterol biosynthesis (modified from pathways hsa00900 and hsa00100). (**B**) Total cholesterol was measured in adult zebrafish livers. A total of 18 fish from each genotype, pooled from 5 independent experiments, were used for analysis. Every single point represents the average of two technical replicate measurements for each animal. One-way ANOVA was used to determine statistical significance. Error bars indicate mean ± s.e.m. * *p* < 0.05, ** *p* < 0.01. (**C**) Validation of RNA-seq by qPCR. Expression profiles of six DEGs from RNA-seq and qPCR data were compared (left panel). qPCR expression values were normalised to the housekeeping genes *rpl13a* and *lsm12b*. Correlation analysis of RNA-seq and qPCR (right panel), Spearman’s rho, *r*_s_ = 0.9429, *p* = 0.00167.

**Figure 5:**
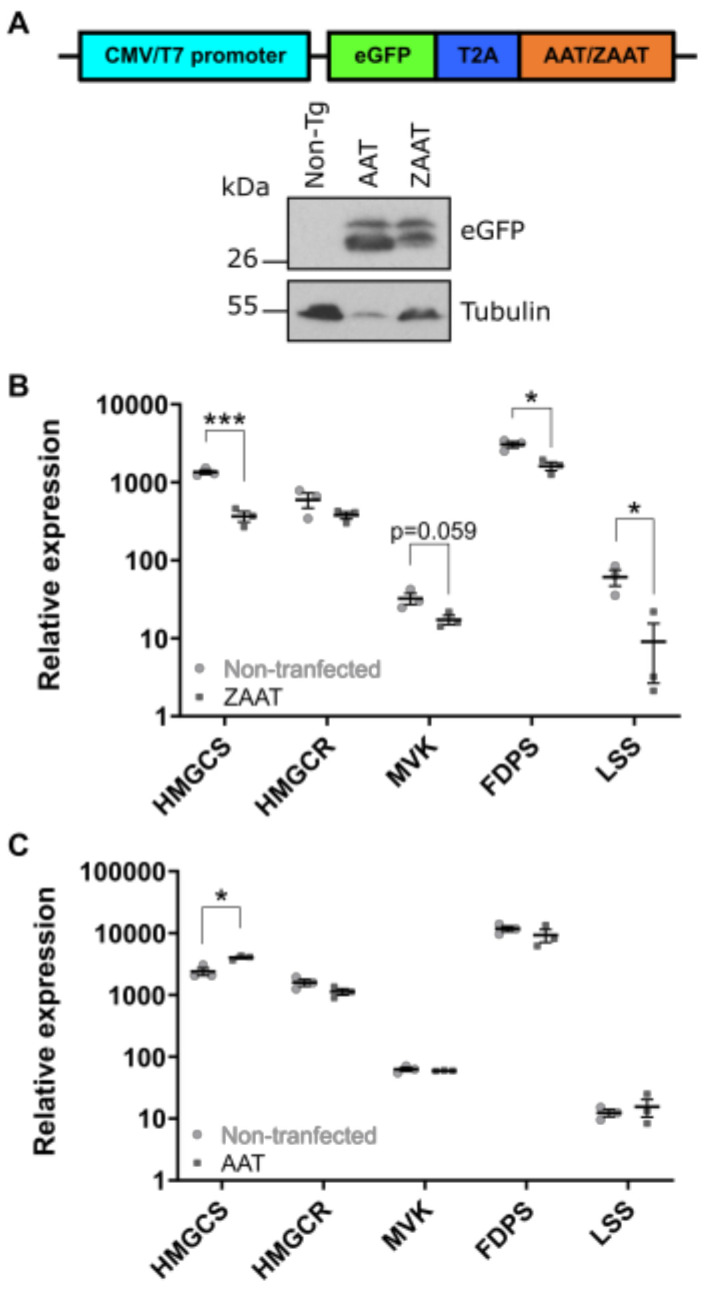
Expression of ZAAT in HepG2 cells suppresses SREBP2 target genes. (**A**) Transgenes used for HepG2 transfection (top panel). Immunoblot of HepG2 cell lysates for eGFP as an indication of transgene expression levels using β-tubulin as a loading control (bottom panel). qPCR analysis was performed from cDNA generated from HepG2 cells with stable overexpression of (**B**) eGFP-T2A-ZAAT and (**C**) eGFP-T2A-AAT. Expression values were normalised to the housekeeping genes *GAPDH*, *ACTB* and *TBP*. An unpaired student’s *t*-test was used to determine the statistical significance for each gene. Error bars indicate mean ± s.e.m. * *p* < 0.05, *** *p* < 0.001.

**Figure 6:**
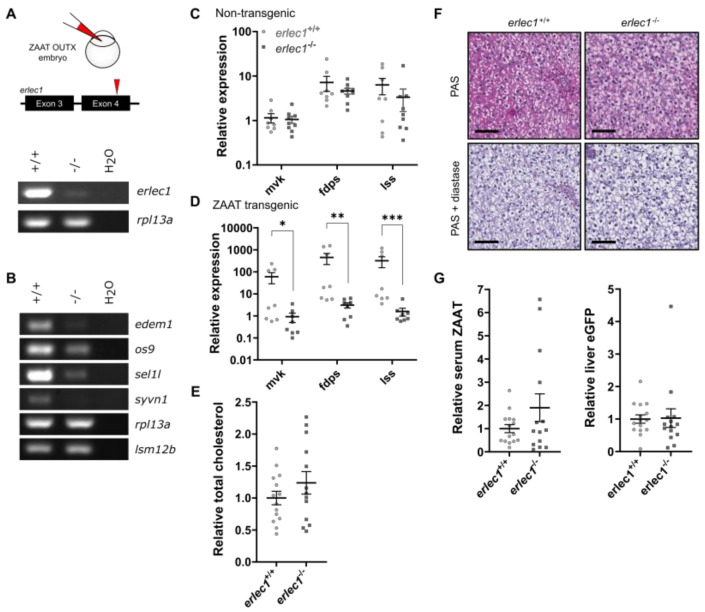
Erlec1 ablation further suppresses cholesterol biosynthesis in ZAAT-expressing zebrafish liver. (**A**) gRNA targeting exon 4 was injected into embryos from the Tg(*lfabp*: eGFP-T2A-ZAAT) line at the one-cell stage. RT-PCR for *erlec1* used cDNA made from 1 µg RNA extracted from pooled whole embryos at 7 dpf. The housekeeping gene *rpl13a* was used as a loading control. (**B**) RT-PCR of genes encoding components of Hrd1 E3 ligase complex using cDNA made from 1 µg RNA extracted from adult zebrafish liver. The housekeeping genes *rpl13a* and *lsm12b* were used as loading controls. qPCR analysis of representative cholesterol biosynthesis DEGs in adult (**C**) non-transgenic zebrafish livers, as well as (**D**) livers expressing ZAAT, using data pooled from two independent experiments. Expression values were normalised to the housekeeping genes *fabp10a*, *rpl13a,* and *lsm12b*. Error bars indicate mean ± s.e.m. Unpaired student’s *t*-test and Mann-Whitney U test were used to detect statistical significance for each gene. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. (**E**) Total cholesterol was measured in adult ZAAT-expressing livers (*erlec1*^+/+^, *n* = 14, *erlec1*^−/−^, *n* = 13). Every single point represents the average of two technical replicate measurements for each animal. Student’s *t*-test was performed and indicated no significant difference in levels from wildtype and *erlec1*^−/−^ fish. (**F**) Periodic acid-Schiff (PAS) staining with and without diastase was performed on 3 µm thick paraffin zebrafish liver sections. The scale bar represents 50 µm. (**G**) The ratio of antitrypsin to IgM (left panel) and eGFP to total protein (right panel) in zebrafish blood was detected by immunoblot (see Supplementary Figure S10) and quantitated by densitometry. Shown are the pooled data from four independent experiments, with each point representing an individual fish. Student’s *t*-test was performed and indicated no significant difference between levels in wildtype and *erlec1*^−/−^ fish.

**Figure 7:**
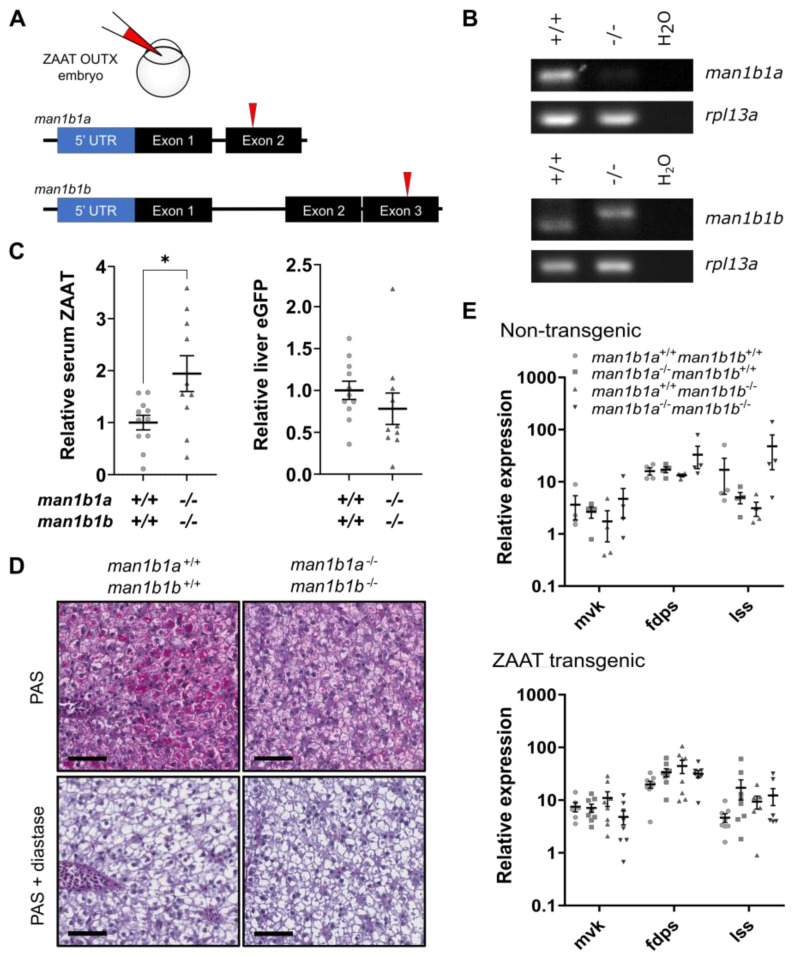
Man1b1 ablation enhances ZAAT secretion without affecting retention in hepatocytes. (**A**) Two gRNA targeting exon 2 of *man1b1a* or exon 3 of *man1b1b* were co-injected into outcross embryos from the Tg(*lfabp*: eGFP-T2A-ZAAT) line at the one-cell stage. (**B**) RT-PCR of *man1b1a* (top panel) and *man1b1b* (bottom panel) using cDNA made from 1 µg RNA extracted from pooled whole embryos at 7 dpf. The housekeeping gene *rpl13a* was used as a loading control. (**C**) The ratio of antitrypsin to IgM (left panel) and eGFP to total protein (right panel) in zebrafish blood was detected by immunoblot (Supplementary Figure S17) and quantitated by densitometry. Shown are the pooled data from three independent experiments, with each point representing an individual fish. Statistical significance was determined by Unpaired Student’s *t*-test. * *p* < 0.05. (**D**) Periodic acid-Schiff (PAS) staining with and without diastase was performed on 3 µm thick paraffin zebrafish liver sections. The scale bar represents 50 µm. (**E**) qPCR analysis of representative cholesterol biosynthesis DEGs in adult non-transgenic zebrafish livers (top panel), as well as livers expressing ZAAT (bottom panel), using data pooled from two independent experiments. Expression values were normalised to the housekeeping genes *rpl13a* and *lsm12b*. One-way ANOVA was performed and indicated no significant difference between levels from the four genotypes for each gene.

**Figure 8:**
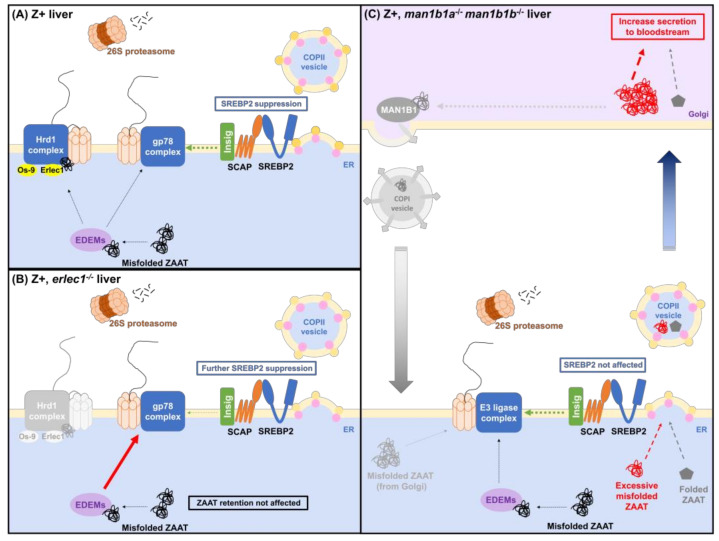
Model for ERAD pathway interference between the ZAAT processing system and cholesterol biosynthesis. (**A**) In zebrafish expressing ZAAT, degradation of misfolded ZAAT via ERAD-L limits the ERAD machinery available for Insig turnover via ERAD-M. More Insig, therefore, remains bound to the Scap-Srebp2 complex in the ER membrane, reducing Srebp2 release from the ER and suppressing activation of the downstream cholesterol biosynthesis pathway. (**B**) Ablation of Erlec1 prevents the retrotranslocation of misfolded ZAAT via the Hrd1 ligase complex and redirects it to the gp78 complex, further reducing the capacity for Insig degradation and enhancing Srebp2 retention in the ER membrane. (**C**) The absence of Man1b1 proteins in zebrafish liver enhances ZAAT secretion, consistent with a role for Man1b1 in the Golgi in retrieving misfolded ZAAT that escaped the ERQC system and returning it to the ER.

## Data Availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [76] partner repository with the dataset identifier PXD036830. The RNAseq data have been deposited in NCBI’s Gene Expression Omnibus [77] and are accessible through GEO Series accession number GSE215899. All other data files are available at https://figshare.com/s/a7fe6149482d21aabf3a, DOI: 10.26180/21114691.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24032475/s1.

How the deposited data were processed for this re-analysis (not part of the article)

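Liver RNA of 24 zebrafish, all 2 months old, was sequenced by the authors, with 6 fish of each of the 4 genotypes (A-, A+, Z- and Z+). The authors aligned the reads with STAR in the RNAsik pipeline to the GRCz11 zebrafish genome with the transgene added, removed contigs and alternate chromosomes, counted reads on features with featureCounts and merged the features into 28210 genes. The values are these counts, without normalization. The paper's own RPKM values, tests and supplementary tables were not used here. LC-MS/MS, qPCR, cholesterol measurements, mutants and HepG2 cells were not analysed here.

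The 24 columns of counts were matched to fish by their labels, and 0 fish were left without a genotype. The paper set aside fish it identified as outliers and does not name them in its text, and Supplementary Figure S2, to which it refers, was not read, so all 24 were kept. Which fish were on which of the 2 sequencing runs is not in the labels, so run could not enter a model. Counted reads per fish ranged from 33898825 to 44715713. At this depth the floor of 3 counts stood for 0.0492 to 0.149 CPM with TMM scaling, and for 0.0671 to 0.0885 per 1e6 counted reads without it. Between 96.6% and 99.9% of counts fell on the 11801 tested genes.

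The work was done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with counts above 100 in at least 3 fish were tested. Scaling was by TMM, and 1 quasi-likelihood model of 4 genotype means was fitted with edgeR (common dispersion 0.298, biological coefficient of variation 0.546). Comparisons were Z+ with A+, Z+ with the mean of Z- and A-, Z+ with Z-, Z- with A-, A+ with A-, and the interaction between line and transgene. The threshold was a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change was taken from the fold change and the F statistic. ZAAT-specific DEGs passed the threshold in the 3 comparisons of Z+ with the same sign and not in Z- compared with A-. In log2 CPM a prior count of 1 was added. The steps were tested on simulated data with 200 changed genes, of which 83% were called ZAAT-specific, with 0 false calls, and on 20 sets without any change. Genes were drawn independently of each other in these sets, and the changes were set large. These shares therefore do not carry over to smaller changes or to genes that vary together.

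Gene lists were tested with limma's camera at a preset correlation of 0.01, again with the correlation estimated from the data, and with fry, each adjusted over 20 lists within a comparison. The lists were cholesterol biosynthesis, the 12 enzymes coloured in Figure 4A, SREBP2 targets outside the pathway, SREBP1 lipogenesis, LXR targets, regulators, autophagy initiation, autophagosome nucleation and maturation, PI3P phosphatases, UPR, ERAD, proteasome, proteins named from LC-MS/MS, the qPCR genes (6), housekeeping genes, circadian clock, vitellogenin, exocrine pancreas, erythrocyte and intestine. Lists of late and early clock genes, ribosomal proteins and ovary were written after the data were seen. The score of a list is the mean log2 CPM of its genes in a fish, and groups of fish were compared by exact two-sided permutation tests, whose smallest p for 6 against 6 is 0.0022. The qPCR genes and the 12 enzymes overlap other lists and were picked by the paper on these fish. As a list, the 12 enzymes had a camera adjusted p of 2.6e-07 in Z+ compared with A+, the qPCR genes 0.96 and the LC-MS/MS proteins 0.96.

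The genes named in the text are those the paper names in its RNA-seq and LC-MS/MS results, in Figure 4 and in its discussion of regulators, the transgene, serpina1 and serpina1l, the 5 ZAAT-specific DEGs with the largest rise and the 5 with the largest fall among those with every Z+ fish beyond every other fish, up to 3 genes of each list by smallest adjusted p among those past the threshold, and the 3 genes with the smallest adjusted p in A+ compared with A- and in Z- compared with A-. Genes that illustrate ovary and intestine were chosen after their values were seen. Some genes that the paper names are not reported here. The 5th of the largest falls has no gene symbol and is left out of the text. Of the genes the paper names, lrp1aa, lrp1ba, amfrb and rnf145a did not pass the filter.

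The tests, the comparisons, the gene lists other than those written later and the alternatives were set before the data were examined. The alternatives were DESeq2 in place of edgeR, DESeq2's size factors, library totals alone, no filter, filterByExpr, the replicate number as a block, the mean of the vitellogenin genes as a covariate, limma's voom with sample quality weights, the paper's per-gene equal-variance test (on log2 CPM, with Benjamini-Hochberg adjustment in place of the paper's threshold), only the groups compared, stricter thresholds, other definitions of a ZAAT-specific DEG, and leaving out each fish in turn. The cholesterol score was also taken over the enzymes not coloured in Figure 4A and with each gene scaled to unit variance. The mean of the intestine genes as a covariate, that of the ovary genes for A+ compared with A-, and a fit without the fish of each group that had the lowest median correlation with the other five were added after the data were seen. Each number of genes was set against 100 splits of the fish. The sequence positions are from the RefSeq annotation of GRCz12tu and played no part in the counts.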

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

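The tests of library composition, of a mislabelled fish, of a fixed share of reads from other libraries, of ovary in A+ replicate 2 and in A+ compared with A-, and of intestine in A- replicate 6 were chosen only after the results they concern had been seen.

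Among 114 groups of 6 fish examined for a fish far from the other five, 11 held one, where chance gives 5.7. The measure is the gap from that fish to its nearest neighbour as a share of the range of the group. It was 0.802 for the TMM factor of A+ replicate 2 (1.75) and 0.654 for that of Z- replicate 2 (0.593). It was 0.683 for the transgene in Z+ replicate 5 (9.82 log2 CPM), 0.822 for the ERAD score of Z- replicate 2 (5.03 log2 CPM) and 0.708 for the housekeeping score of A+ replicate 2 (9.17 log2 CPM). The clock score gave 0.685 for A- replicate 2 (3.32 log2 CPM) and 0.766 for A+ replicate 5 (3.58 log2 CPM), the vitellogenin score 0.682 for Z- replicate 2 (16.2 log2 CPM) and the intestine score 0.766 for A- replicate 6 (9.30 log2 CPM). Single genes gave 0.726 for map1lc3a in A- replicate 1 (5.11 log2 CPM) and 0.714 for bnip4 in Z- replicate 2 (3.56 log2 CPM). For the clock, ERAD, vitellogenin, map1lc3a, bnip4 and transgene values no explanation was tested. The design gives no condition that sets a fish apart from its own genotype, so no biological explanation was tested for any of the 11.

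A+ replicate 2 also held the transcripts of egg cells. The 9 tested ovary genes averaged 8.29 log2 CPM in this fish against 4.37 in the next A+ fish, a gap of 3.92. None of these 9 genes is in another list, and none had a median over all fish above 1 CPM. The most abundant were zp3b at 1029.5 CPM (at most 64.6 in any other fish), zp2l1 at 592 (at most 47.5), h1m at 517 (at most 32.1) and buc at 509 (at most 40.3). Ovary in this liver sample is a candidate source of its divergence, as a hypothesis. The other fish with an outlying TMM factor, Z- replicate 2, had 49.2% of its counts on the 7 vitellogenin genes, and Z+ replicate 5, with a factor of 0.652, had 51.6%, while no other fish exceeded 5.19%. With these genes left out, the factors of the 2 fish were 1.07 and 1.23. The low factors may therefore come from vitellogenin taking a large share of the counts. Vitellogenin is made by the liver of females, and the sex of the fish is not in the labels.

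A- replicate 6 stood out by its intestine score, which was 7.25 above that of the next A- fish. Its levels were 1898 CPM for fabp2 (at most 1.83 in the other A- fish), 595 for vil1 (at most 0.542), 3806 for apoa4b.2 (at most 65.4) and 2356 for apoa4b.1 (at most 2265). Of the 7 genes tested, 0 are in another list and 5 had a median over all fish above 1 CPM. A+ replicate 5 and Z+ replicates 3 and 6 also had scores of 7.45, 7.86 and 7.89, so such a signal was not confined to 1 genotype. Intestinal tissue in the sample is a candidate source, as a hypothesis.

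The effect of the transgene differed between the lines for 62 genes, 53 with a positive and 9 with a negative interaction, and 2529 had an unadjusted p under 0.05. Among 100 splits of the fish, the real one included, 12 gave as many genes, so the number may arise without regard to genotype. Leaving out 1 fish gave from 30 genes (without Z+ replicate 2) to 285 (without Z+ replicate 3). For 6 lists the interaction had a camera adjusted p under 0.05. These were the cholesterol biosynthesis genes (2.9e-09, median log2 value -1.70, 21 of 22 genes below 0), the 12 enzymes of Figure 4A (2.1e-08, median -2.11, 12 of 12 below 0), autophagy initiation (2.3e-05, median 1.11, 6 of 6 above 0), nucleation and maturation (2.3e-04, median 0.42, 26 of 35 above 0), the circadian clock (0.0011, median 0.50, 20 of 26 above 0) and exocrine pancreas (0.0215, median 0.16, 12 of 15 above 0). With the estimated correlation, the autophagy-initiation genes alone had an adjusted p under 0.05 (0.023). The range over the other five was 0.34 to 0.83. From fry, the autophagy-initiation genes (7.5e-05) and the clock genes (0.029) did, and the other four ranged from 0.062 to 0.56. By fish, all 6 Z+ fish were below every Z- fish in the cholesterol score and above every Z- fish in the autophagy-initiation score, while the A+ and A- fish overlapped in both. For the cholesterol genes, 0 of 22 passed the threshold in the interaction and 17 had an unadjusted p under 0.05. A biological explanation, that the Z form acts on cholesterol genes where the wildtype form does not, stays a hypothesis here. In the exocrine pancreas list, 0 of 15 genes had an unadjusted p under 0.05.

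For the lower cholesterol transcripts themselves, several technical explanations were weighed. Library composition would move all genes of a fish alike. With libraries scaled by their totals alone, which leaves composition uncorrected, the median log2 fold change from A+ to Z+ was -0.21 over all tested genes and -1.42 over the 22 genes, and 0 of 10000 random lists matched on expression had a median as low. With the intestine score in the model, the median log2 fold change of the 22 genes was -1.34, and with the vitellogenin score it was -1.44. These values argue against composition, intestine and vitellogenin level as the whole cause. Ovary was not put in a model of Z+ compared with A+, so its part in that comparison is not known. Ovary scores were 8.29, 4.37 and 3.54 in A+ replicates 2, 1 and 3. In Z+ they were 2.98 in replicate 3 and at most -1.71 in the other fish. A+ replicate 2, with the highest ovary score, had the lowest cholesterol score of the A+ fish (4.30). Whether vitellogenin follows sex in these fish was not tested, and sex is not in the labels, so sex cannot be excluded. Time of day at sampling remains open. Within genotypes other than Z+, clock state and cholesterol score had r = 0.20 (18 fish, permutation p = 0.31), Spearman's rho was 0.16 (permutation p = 0.52), and r was 0.28 without the 2 fish farthest in clock state. Such a weak relation excludes nothing, and since every Z+ fish lay beyond the other fish in clock state, an effect of sampling time and one of genotype on the cholesterol genes cannot be told apart.

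The paper does not compare A+ with A-. In that comparison 1196 genes passed the threshold, 622 higher and 574 lower in A+. Of 100 splits of the fish, 1, the real one, gave as many. Without A+ replicate 2 the number was 1132, and with the intestine score in the model it was 1461, so neither the divergent fish alone nor intestine accounts for it. With the ovary score in the model it was 199. That score was 4.37 and 3.54 also in A+ replicates 1 and 3, while the other three A+ fish (-1.39 to -0.82) were within the range of the A- fish (-4.16 to -0.54). Without A+ replicates 1, 2 and 3 there were 530 genes, and without the other three 2038, and the 20 ways to leave out 3 A+ fish gave from 131 to 2131. The share of the genes that ovary gives cannot be told apart from an effect of genotype, because only 3 A+ fish are without this signal and the number depends this much on which fish are left out. It did move with other fish, from 500 (without A- replicate 5) to 1500 (without A+ replicate 6). An effect of carrying a transgene, shared by both lines, was tested across genes, which are not independent replicates. The A+ to A- differences correlated with the Z+ to Z- differences (r = 0.26), and 180 of the 924 splits of the Z fish gave a correlation as high (exact one-sided p = 0.19). Of 1195 genes other than the transgene, 851 had the same sign in Z+ compared with Z-, and 267 passed the threshold in both with the same sign, against 8 with opposite signs. A shared effect of the transgene and differences between the clutches of fish cannot be told apart here, because too many splits do as well. The non-transgenic fish are labelled as siblings, so clutches could matter only if divided unevenly between the genotypes of a line. The clutch of each fish is not in the labels.

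Linked variants around the insertion would place called genes next to each other. In A+ compared with A-, 246 of 1030 called genes had a called neighbour, 1.25 times the mean of random draws (permutation p = 0.0016, adjusted p = 0.0063). The comparisons of Z+ with A+ and with Z- had ratios of 1.22 and 1.16, so the excess may reflect neighbours that are regulated together as well as linked variants, and these cannot be told apart without the sites of insertion. The smallest adjusted p values in A+ compared with A-, after the transgene, were those of pisd (log2 fold change -2.87, SE 0.36, adjusted p = 2.5e-04) and pnpla8 (-1.16, SE 0.15, adjusted p = 2.5e-04). Both were also lower in Z+ than in Z- (-1.63, adjusted p = 0.0035, and -1.03, adjusted p = 2.0e-04), which goes against variants linked to the A insertion alone for these 2 genes.

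All 12 non-transgenic fish held reads on the transgene entry, up to 274 counts, and 5 held more than 100 counts, 4 of them A- and 1 Z-. A mislabelled fish would reach the level of its carriers, and the highest non-transgenic share was 1.20% of the lowest transgenic share. A fixed share of reads from other libraries would give similar shares in every fish, and the highest was 62.1 times the lowest. These tests argue against both. A varying transfer of RNA or reads between samples was not tested, and no biological explanation was tested.

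Of 44 tested proteasome genes, 24 were lower in A+ than in A- (1 higher and 38 lower adjusted over the list alone), with a median log2 fold change of -0.48 (camera adjusted p = 9.2e-21, camera adjusted p with the estimated correlation 0.064, fry 2.3e-05). In Z+ compared with Z-, 24 were lower (28 adjusted over the list alone), with a median of -0.49 (camera adjusted p = 1.5e-14, camera adjusted p with the estimated correlation 0.11, fry 4.9e-05), and 37 of the 44 were below 0 in both. With the estimated correlation the list therefore passed the threshold in neither line. None of the 44 is in another list. The score was 4.51 ± 0.09 log2 CPM in Z+, 4.41 ± 0.16 in A+, 4.91 ± 0.09 in Z- and 4.91 ± 0.20 in A- (SD, n = 6 each). All 6 Z+ fish were below the lowest Z- fish (exact permutation p = 0.0022) and 5 of 6 A+ fish were below the lowest A- fish (exact permutation p = 0.0043). Of 10000 random lists matched on expression, 0 had medians as low in both lines, and the ribosomal protein genes (72 tested) had a median of at least 0.099, which argue against a shift of all genes at that level and of abundant transcripts. With libraries scaled by their totals alone, the score differed by -0.45 in the Z line (exact permutation p = 0.043) and by -0.50 in the A line (exact permutation p = 0.065). The medians were then -0.53 and -0.45 over the list and -0.030 and 0.051 over all tested genes, and 0 of 10000 matched lists were as low in both lines, which argues against library composition. Differences between the clutches of fish, which would have to divide siblings unevenly in both lines, were not tested. A response of the proteasome to the transgenes is possible and stays a hypothesis. Between Z+ and A+, 3 proteasome genes were higher and 1 lower (camera p = 0.27, score exact permutation p = 0.20).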

How the results depend on the processing

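No test in this part was chosen after its result was seen, except the models with the intestine score or the ovary score as a covariate and the fit without 1 fish of each group, alternatives added after seeing the data. For the changes below the cause was not tested.

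The camera value of the cholesterol list in Z+ compared with A+ stayed in its direction and under 0.05 in every fit that left out 1 fish (from 1.4e-11 to 6.0e-05), but not with the estimated correlation, where it was 0.149. In Z+ compared with Z- and in the interaction that setting gave 0.0596 and 0.0674. The autophagy-initiation list kept its direction and its side of the threshold in all settings tried, with values of at most 7.0e-04, the one with the estimated correlation. Scaling by library totals alone moved the median log2 fold change of all genes between Z+ and A+ to -0.21, against -0.016 with TMM.

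With library totals alone, the genes past the threshold were 909 for Z+ compared with A+ (174 higher, 735 lower), 1059 for Z+ compared with the non-transgenic fish (429 higher, 630 lower), 489 for Z+ compared with Z- (222 higher, 267 lower), 89 for Z- compared with A- (25 higher, 64 lower), 544 for A+ compared with A- (353 higher, 191 lower), 1 for the interaction (1 higher, 0 lower) and 138 ZAAT-specific (43 higher, 95 lower). The PI3P phosphatase list had a camera p of 0.0683, and the cholesterol score differed by -1.18 between Z+ and A+ (exact permutation p = 0.0065). Signs reversed for atg101 (-0.026), erlec1 (-0.065) and the transgene difference (-0.0012).

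With DESeq2 in place of edgeR there were 1815 genes in A+ compared with A-, 660 in Z- compared with A- and 943 in the interaction, and the ZAAT-specific DEGs split into 318 higher and 266 lower. With filterByExpr as the filter there were 1811 and 227 in the same 2 comparisons of A+ and Z- with A-. Without a filter on low counts there were 2305 in Z+ compared with A+ (758 higher, 1547 lower), 2182 in A+ compared with A- (1524 higher, 658 lower), 3 in the interaction, and 4 other gene lists were called. Ranked among the genes past the filter, the median place of the transgene in A+ was the top 0.322%.

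With the replicate number as a block, which treats fish of the same number as pairs, there were 788 genes in Z+ compared with A+, 568 in A+ compared with A-, 6 genes of the cholesterol list and 3 of the qPCR genes. With the vitellogenin covariate there were 2147 genes in Z+ compared with A+, 1839 in A+ compared with A-, 448 in the interaction and 713 ZAAT-specific, and camera p values of 0.0720 for the PI3P phosphatases and, reversed in direction, of 0.817 for the UPR and 0.570 for ERAD, with erlec1 at -0.044. With the intestine covariate the interaction had 94 genes. With the ovary covariate, run for A+ compared with A- only, there were 199 genes (84 higher, 115 lower). Without the fish of each group that had the lowest median correlation with the other five, there were 1892 genes in Z+ compared with A+, 1118 in A+ compared with A-, 282 in the interaction (141 higher, 141 lower) and 593 ZAAT-specific (426 higher, 167 lower), of which 309 were among the 406. In the voom fit with sample weights there were 3423 genes in Z+ compared with the non-transgenic fish, 3064 in Z+ compared with Z-, 319 in Z- compared with A-, 476 in the interaction, 1031 ZAAT-specific, 17 of the cholesterol list and 16 of its genes ZAAT-specific, and a camera p of 0.0216 for SREBP2 targets.

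The paper's per-gene equal-variance test was run on log2 CPM with a Benjamini-Hochberg adjusted p under 0.05. The paper's own summed FDR threshold was not applied, because its parameters are not at hand, so these are not the numbers of the paper's procedure. With this test there were 56 genes in Z+ compared with A+, 236 in Z+ compared with Z-, 45 in Z- compared with A-, 120 in A+ compared with A- and 10 ZAAT-specific, with 1 gene of the cholesterol list, 1 of its genes ZAAT-specific and 1 of the qPCR genes. With models of only the groups compared, which hold fewer fish, there were 338 in Z+ compared with A+, 2200 in Z+ compared with Z-, 133 in A+ compared with A-, 146 ZAAT-specific, 1 of the cholesterol list, 1 of its genes ZAAT-specific and 3 of the qPCR genes. At an adjusted p under 0.01 there were 279 in Z+ compared with A+, 967 against the non-transgenic fish, 517 against Z-, 53 in Z- compared with A-, 140 in A+ compared with A-, 3 in the interaction, 79 ZAAT-specific, 3 of the cholesterol list and 1 of its genes ZAAT-specific. With a log2 fold change of at least 1 as a further condition there were 760, 718 and 675 in the comparisons of Z+ with A+, the non-transgenic fish and Z-, 691 in A+ compared with A- and 162 ZAAT-specific. Requiring the interaction left 44 ZAAT-specific and 0 of the cholesterol list, of which 17 had an unadjusted p under 0.05 in the interaction. The estimated correlation also gave 0.176 for PI3P phosphatases, 0.112 for nucleation and maturation and 1 other gene list called, and fry called 4 other gene lists.

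Leaving out 1 fish at a time gave from 561 (without Z+ replicate 2) to 1621 (without A+ replicate 2) genes in Z+ compared with A+, from 1264 (without Z+ replicate 2) to 2732 (without A+ replicate 2) against the non-transgenic fish, from 871 (without Z+ replicate 2) to 2188 (without A+ replicate 2) against Z-, from 74 (without A- replicate 5) to 233 (without A+ replicate 2) in Z- compared with A-, from 500 (without A- replicate 5) to 1500 (without A+ replicate 6) in A+ compared with A-, from 30 (without Z+ replicate 2) to 285 (without Z+ replicate 3) in the interaction and from 153 (without Z+ replicate 2) to 650 (without Z+ replicate 5) ZAAT-specific. The cholesterol list had from 5 (without A+ replicate 4) to 16 (without A+ replicate 2) genes past the threshold and from 4 (without Z+ replicate 1) to 13 (without A+ replicate 2) ZAAT-specific, and the qPCR genes from 3 (without A+ replicate 4) to 5. The other lists called ranged from 2 to 5. The cholesterol score differed from A+ by -1.38 (without A+ replicate 2) to -0.78 (without A+ replicate 4), and between A+ and A- by -0.16 (without A+ replicate 4) to 0.43 (without A+ replicate 2). The transgene difference ran from -0.057 to 0.55 and erlec1 from -0.012 to 0.35. Camera p values ran from 0.0060 to 0.128 for PI3P phosphatases, from 0.0703 to 0.85 for the UPR, from 0.292 to 0.874 for ERAD and from 0.0188 to 0.278 for SREBP2 targets.

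Of the values of 51 named genes, 1218 were computed without 1 fish, and of these 84 became weaker, 8 stronger and 1 reversed. Under the paper's per-gene equal-variance test 35 became weaker, with only the groups compared 20 weaker, with library totals alone 11 weaker, 3 stronger and 2 reversed, with the replicate block 8 weaker, in the voom fit 4 weaker and 6 stronger, and with DESeq2 1 weaker and 5 stronger.

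A ranking of the transgene by RPKM was not run, because the gene lengths of the authors' build are not at hand. The interaction has no value with only the groups compared or with the paper's per-gene equal-variance test. The changes of genes with few counts, such as mtmr3 and ulk1a, rest on few reads. How far depth limits the changes of single genes was not tested.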

Differences from the paper's values

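Alternatives named here were set before the data were examined unless stated otherwise.

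The paper places the transgene in the top 0.2 to 1.0% of genes. The ranking here is by CPM, without gene length, and keeps any fish that the paper left out. The paper converted its counts to RPKM, and its text does not state the measure of its ranking, so the rankings may not be alike. Its lowest place here, in Z+ replicate 5, was the top 0.660%, against the paper's 1.0%. With the ranking among the genes past the filter, the only alternative run for the lowest place, it was the top 1.45%, on the other side of the paper's value and less than 1.5 times it. The highest place was the top 0.0386%, against the paper's 0.2%. Of the 12 transgenic fish, 11 were placed higher than the paper's range and 1, Z+ replicate 5, within it. With the ranking among the genes past the filter, 2 were placed higher, 9 within it and 1 lower.

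The log2 fold change of atg101 from A+ to Z+ was 0.25, against about 0.65 in Fig. 4C, read by eye. The gap fell within the SD of the 6 Z+ fish (0.353 log2 CPM) in the voom fit with sample weights (0.54) and without A+ replicate 2 (0.48). It did so only just without A+ replicate 4 (0.30) or without Z+ replicate 5 (0.34), which leave most of it, and in none of the other alternatives.

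The paper lists atg101 among the genes up-regulated in Z+. Here it did not pass the threshold between Z+ and A+ in any setting that gave its value. The paper also treats map1lc3a, fdps, sqlea, msmo1 and hsd17b7 as DEGs of Z+, and here they did not meet the conditions for ZAAT-specific DEGs. Against Z- their adjusted p values were 0.14, 0.13, 0.058, 0.087 and 0.11. The voom fit with sample weights called all of these 5 genes, and with them all 12 enzymes of Figure 4A. DESeq2 in place of edgeR called sqlea and msmo1, libraries scaled by their totals alone and the vitellogenin covariate called sqlea, and leaving out A+ replicate 2 called sqlea, msmo1 and hsd17b7. Leaving out Z+ replicate 5 called fdps and sqlea, and leaving out Z- replicate 2 called map1lc3a, as did leaving out 1 fish of each group (below), chosen after seeing the values.

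The paper gives PI3P phosphatases as up-regulated. Here mtmr3 was higher and mtmr2 lower in Z+ than in A+ (log2 fold change -0.62, adjusted p = 0.014). The paper counts more higher and fewer lower DEGs, 314 and 121, than the 263 and 143 found here. For enzymes of the pathway it counts 12, against 8 here, and DESeq2 in place of edgeR gave 12 of the 22 listed genes, 10 of them among the paper's 12. DESeq2 also gave 318 higher and 266 lower DEGs, and leaving out A+ replicate 3 gave 213 higher and 121 lower, so each came near the paper in 1 direction only. With libraries scaled by their totals alone, more DEGs were lower than higher. The paper's numbers rest on 5 fish per group (Figure 1A). Leaving out the fish of each group with the lowest median correlation with the other five (A- replicate 6, A+ replicate 2, Z- replicate 2 and Z+ replicate 3), a choice made after seeing the values, gave 426 higher and 167 lower DEGs and 9 enzymes (7 of them among the paper's 12), which are within 1.5 times the paper's, as are the 263 and 143. Whether these are the fish that the paper left out is not known.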

Other observations

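The tests of transgene dose and of time of day in the clock genes were chosen only after the results they concern had been seen.

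The numbers of genes past the threshold were set against 100 splits of the fish into groups of the same sizes, the real split included. As many genes were found in 1 split for Z+ compared with A+, in 1 for Z+ compared with the non-transgenic fish, in 2 for Z+ compared with Z- (up to 1640 genes), in 2 for Z- compared with A- (up to 455 genes) and in 1 for the ZAAT-specific DEGs, for which the other splits gave at most 0.

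Single clock genes differed between Z+ and the other genotypes, but the score of the whole list did not. The exact permutation p of that score was 0.12 against A+, 0.63 against Z- and 0.15 against A-. Between A+ and A- the score differed by -0.40 (exact permutation p = 0.0065, adjusted p = 0.032). Of 26 tested, 5 were higher and 2 lower in Z+ than in A+ (8 higher and 3 lower adjusted over the list alone, median log2 fold change 0.39, camera adjusted p = 0.051), among them dbpa at 1.04 (adjusted p = 0.0067), per2 at 0.76 (adjusted p = 0.017) and cry5 at -1.14 (adjusted p = 0.0093). cry1aa, dbpa, per2 and per3 were ZAAT-specific. A clock state was formed as the mean of 7 late-phase genes minus that of 5 early-phase genes, all of them in the clock list. It was higher in Z+ than in A+ by 1.36, than in Z- by 1.50 and than in A- by 1.73 log2 units (exact permutation p = 0.0022 for each, the smallest possible, adjusted p = 0.0036), with all fish of Z+ above all others, and differed by 0.37 between A+ and A- (exact permutation p = 0.15). In Z+ compared with Z-, 6 of the 7 late genes were higher (median 0.77) and 4 of the 5 early genes lower (median -0.63). The early gene with the largest change, nfil3-5 at -2.52, changed about as much from A- to A+ (-2.55). Sampling the Z+ fish at another time of day is a candidate explanation, and so is an effect of ZAAT on the clock. They cannot be told apart, because the time at which each fish was sampled is not in the labels.

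Within Z+, the cholesterol score and the transgene level (log2 CPM) had r = -0.70 (6 fish, exact permutation p = 0.11) and Spearman's rho -0.43 (exact permutation p = 0.42). Without the 2 fish farthest in transgene level r was 0.90, so the negative relation rests on those fish. The fish with the lowest transgene level, Z+ replicate 5, is the one Z+ fish with a large share of vitellogenin counts. With the vitellogenin genes left out of the library sizes r was -0.71, but the scaling had already taken up most of that share, so vitellogenin cannot be told apart from other sources of the relation. Within A+, r was 0.73 (exact permutation p = 0.13), rho 0.43 and r without the 2 farthest fish 0.35, and the adjusted p over these relations was 0.13. Whether the dose of the Z transgene lowers cholesterol transcripts cannot be told apart from no relation with 6 fish.

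Between Z- and A-, the siblings of the 2 lines, 138 genes passed the threshold. The smallest adjusted p values belonged to si:ch211-254c8.3 and to a gene without a descriptive symbol on chromosome 11 from 39887746 to 39891886, which held at most 1 count in any Z- fish. They were at least 65.5-fold and at least 16.9-fold higher in A- than in Z-, and in A+ at least 75.0-fold and at least 10.2-fold higher than in Z-. lrrk2, with the next smallest, changed by -3.16 (SE 0.28, adjusted p = 4.7e-07), and by -2.34 from A+ to Z+. Variants that differ between the parents of the lines could give such genes. Of 99 called genes with a position, 4 had a called neighbour, 2.12 times the mean of random draws (permutation p = 0.24, adjusted p = 0.29), which are too few genes to decide, and variants of the lines cannot be told apart from other differences between them.

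Other lists gave these values in Z+ compared with A+. Of 8 lipogenesis genes under SREBP1, 1 was higher (me1, 2.35, adjusted p = 0.013; median log2 fold change 0.088, camera p = 0.55), and in A+ compared with A- 1 was lower (6 adjusted over the list alone, median -0.73, camera adjusted p = 6.3e-04), with all 6 A+ fish below the lowest A- fish in the score (exact permutation p = 0.0022). The gene me1 was itself lower in A+ than in A- (-3.02, adjusted p = 0.0054). From Z- to Z+ its change was -0.68 (adjusted p = 0.44). Of 7 LXR targets, 1 was higher (abca1a, 1.51, adjusted p = 0.0073) and 1 lower (mylipa, -1.70, adjusted p = 0.036). From A- to A+, abca1a changed by -1.98 (adjusted p = 0.0025), and from Z- to Z+ by 0.75 (adjusted p = 0.13). Camera gave the LXR list p = 0.70, and its score had an exact permutation p of 0.86. The call of mylipa was lost in 6 of the 24 fits that left out 1 fish. Without A+ replicate 2 its change was -0.36. Of 15 regulators of the pathway, 11 of which are in another list, 4 were higher and 0 lower (4 at an unadjusted p under 0.05, camera adjusted p = 0.066, fry 0.023). The 4 were mbtps2, ulk1a, ulk1b and ulk2, and the ULK genes are also in the autophagy-initiation list. The score of the 15 regulators was 4.63 ± 0.25 log2 CPM in Z+ and 4.20 ± 0.11 in A+ (SD, n = 6 each, exact permutation p = 0.0022). It is therefore not separate from the autophagy-initiation result. Of 20 ERAD genes, 8 of which are in another list, 0 passed the threshold and 0 had an unadjusted p under 0.05 (median 0.025, camera p = 0.70, score exact permutation p = 0.74), with vcp at 0.04, ufd1l at 0.06, sel1l at -0.13 and os9 at 0.01. The 3 housekeeping genes gave 0, with 0 at an unadjusted p under 0.05 (median -0.084, camera p = 0.66, score exact permutation p = 0.92). For the UPR genes, Z- compared with A- had a median of 0.54 (camera adjusted p = 7.4e-05, 23 of 25 genes above 0), with 0 past the threshold and 6 at an unadjusted p under 0.05.

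Lists of other tissues, of sex and of blood gave these values in Z+ compared with A+. The 7 vitellogenin genes, whose median levels over all fish ran from 17.3 to 1494 CPM, were all positive (median log2 fold change 6.55, camera p = 0.14, exact permutation p = 0.31 for the score), with 1 past the threshold (vtg6, 8.85, adjusted p = 0.047) and 7 adjusted over the list alone. The fish overlapped widely, with scores of 8.09 ± 4.90 and 5.73 ± 1.86 log2 CPM (SD, n = 6 each). The 15 exocrine pancreas genes, at medians of 8.07 to 345 CPM, gave 0, with 0 at an unadjusted p under 0.05 (median -0.41, camera p = 0.51, score exact permutation p = 0.74), the 6 erythrocyte genes 0, with 0 at an unadjusted p under 0.05 (median 0.20, camera p = 0.54, score exact permutation p = 0.28), and the 7 intestine genes 0, with 1 at an unadjusted p under 0.05 (median 1.07, camera p = 0.90, score exact permutation p = 0.77). None of these genes is in another list, and 7 of 7, 15 of 15, 5 of 6 and 5 of 7 of them had a median above 1 CPM in these livers. Fish of the same number in different genotypes were not paired by their residuals (median correlation over 36 pairs -0.0040, from -0.45 to 0.77).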
